# Microarray: a global analysis of biomineralization-related gene expression profiles during larval development in the pearl oyster, *Pinctada fucata*

**DOI:** 10.1186/s12864-015-1524-2

**Published:** 2015-04-19

**Authors:** Jun Liu, Dong Yang, Shiting Liu, Shiguo Li, Guangrui Xu, Guilan Zheng, Liping Xie, Rongqing Zhang

**Keywords:** Microarray, Larval development, Shell formation, Matrix proteins, Biomineralization, *Pinctada fucata*

## Abstract

**Background:**

The molluscan *Pinctada fucata* is an important pearl-culturing organism to study biomineralization mechanisms. Several biomineralization-related genes play important roles regulating shell formation, but most previous work has focused only on their functions in adult oysters. Few studies have investigated biomineralization during larval development, when the shell is initially constructed and formed until the juvenile stage in dissoconch shells. Here, we report, for the first time, a global gene analysis during larval development of *P. fucata* based on a microarray and reveal the relationships between biomineralization-related genes and the shell formation process.

**Results:**

Based on the *P. fucata* mantle transcriptome, 58,940 probes (60 nt), representing 58,623 transcripts, were synthesized. The gene expression profiles of the fertilized egg, trochophore, D-shaped, and umbonal stage larvae, as well as juveniles were analyzed by microarray performance. The expression patterns of the biomineralization-related genes changed corresponding to their regulatory function during shell formation. Matrix proteins chitin synthase and PFMG2 were highly expressed at the D-shaped stage, whereas PFMG6、PFMG8 and PfN23 were significantly up-regulated at the umbonal stage, indicating different roles regulating the formation of either periostracum, Prodissoconch I or Prodissoconch II shells. However, the majority of matrix proteins were expressed at high levels at the juvenile stage, and the shells comprised both an aragonitic nacreous layer and a calcitic prismatic layer as adults. We also identified five new genes that were significantly up-regulated in juveniles. These genes were expressed particularly in the mantle and coded for secreted proteins with tandem-arranged repeat units, as most matrix proteins. RNAi knockdown resulted in disrupted nacreous and prismatic shell layers, indicating their potential roles in shell formation.

**Conclusions:**

Our results add a global perspective on larval expression patterns of *P. fucata* genes and propose a mechanism of how biomineralization-related genes regulate the larval shell formation process. These results increase knowledge about biomineralization-related genes and highlight new aspects of shell formation mechanisms.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1524-2) contains supplementary material, which is available to authorized users.

## Background

The pearl oyster *Pinctada fucata* is one of the most economically important bivalves in the pearl industries of the Japan and South China Seas, and is also a good molluscan species to study biomineralization [1].

The shell of *P. fucata* comprises the inner aragonitic nacreous layer and the outer calcitic prismatic layer, both of which comprise calcium carbonate and small amounts of organic macromolecules, including proteins, polysaccharides, and lipids [2]. These macromolecules, particularly the matrix proteins, comprise < 5% of shell weight but play important roles in nucleation, polymorphism, orientation, morphology, and organization of the calcium carbonate crystallites during shell formation [3]. Several shell matrix proteins have been separated and reported to have special effects on one layer or both. For example, nacrein [4], MSI60 [5], pearlin [6], N19 [7], and Pif [8] play essential roles in the nacreous layer, whereas MSI31 [5], prismalin-14 [9], aspein [10], prisilkin-39 [11], and the KRMP family [12] participate in the prismatic layer; the shematrin family [13] is involved in both layers. Matrix proteins are secreted by the mantle tissue, which covers the inner surface of the shell [14-16]. This orientation allows the mantle tissue to play a key role in shell formation, as well as in pearl culture [17,18]. Although most matrix proteins are unique in structure and function, their primary structures are usually organized into different functional domains with tandem-arranged repeat units [14].

According to previous studies, six developmental stages have been described across the entire *P. fucata* life cycle, including descriptions of the fertilized egg, trochophore stage, D-shaped stage, umbonal stage, juvenile, and adult [19]. The calcium carbonate crystal polymorphisms and the shell layer structure change during these stages [19,20]. Prodissoconch I, which probably comprises amorphous calcium carbonate (ACC), forms at the early D-shaped stage, whereas Prodissoconch II, which comprises aragonite and calcite, appears in the late D-shaped and umbonal stages [21]. The dissoconch shell, with an inner aragonitic nacreous layer and an outer calcitic prismatic layer, forms at the juvenile stage and grows throughout life [22]. The expression levels of six matrix proteins (nacrein, N16, prismalin-14, aspein, MSI60, and MSI31) have been investigated and confirmed to be involved in larval shell formation [21]. Two additional matrix proteins, PfN23 and PfN44, play essential roles in the *P. fucata* larval shell formation process [23,24]. However, changes in gene expression levels during larval development are poorly understood, which limits deeper insight into the gene regulatory mechanisms of the larval developmental process, particularly the control of shell formation.

Marine bivalves have been investigated using genomics tools [25-27], and preliminary studies have been conducted on adult *P. fucata* [18,28,29]. We have previously sequenced and characterized the *P. fucata* transcriptome from mantle tissue, which is the most important tissue during shell and pearl formation, with 58,623 unigenes (unpublished data). We have synthesized probes based on these sequences and performed a microarray analyses to study the different developmental stages and related gene expression profiles in *P. fucata*. We analyzed the global gene expression profiles of the *P. fucata* fertilized egg, trochophore, D-shaped stage, umbonal stage, and juvenile stage. The results reveal that most genes involved in biomineralization, including nacrein, pearlin, Pif, ACCBP, prisilkin-39, and the shematrin family are highly up-regulated in juveniles. In addition, chitin synthase is up-regulated to a greater extent at the D-shaped stage and is then highly expressed later, whereas the tyrosine metabolic pathway is continuously active throughout the D-shaped, umbonal, and juvenile stages. We also identified five secreted proteins with tandem-arranged repeat units, which were up-regulated > 20-fold between the umbonal larval and juvenile. Four genes were expressed briefly in the parallel mantle, mantle edge, or both. RNAi knockdown of these genes resulted in different disordered structures either in the nacreous or prismatic shell layers, suggesting potential roles in the regulation of shell formation. Our results have described the temporal expression and relative levels of RNA accumulation during larval shell development, increased the understanding of the molecular mechanisms, and the knowledge of biomineralization-related genes.

## Results

### Global gene expression analysis

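Gene expression was measured on 15 one-colour Agilent arrays, 1 for each of 3 pools of fertilized eggs (0 h after insemination), trochophore stage larvae (17 h), D-shaped stage larvae (48 h), umbonal stage larvae (14 days) and juveniles (35 days). Each array carried 62976 spots, of which 61657 held probes of the sample RNA and the others were controls. The scanner files give, for every spot, the background-subtracted and processed Cy3 signal of the Feature Extraction software, with flags for outlier, saturated and well-above-background spots. No probe spot was saturated, and between 17 and 56 outlier spots per array were left out. The arrays lay on 2 slides. Slide 1 held the fertilized eggs, the trochophore stage and 2 of the D-shaped pools, and slide 2 held the remaining D-shaped pool, the umbonal stage and the juveniles, so that the slide cannot be separated from the stage except within the D-shaped stage. The share of probe spots well above background was 53.3% to 65.6% (median 61.1%) in fertilized eggs and 61.8% to 70.3% (median 68.2%) in trochophore stage larvae. It was 70.4% to 86.1% (median 74.6%) in D-shaped larvae, 80.9% to 91.3% (median 86.8%) in umbonal larvae and 89.3% to 91.2% (median 89.9%) in juveniles. The authors' processed table gives log2 values that equal the processed signal shifted by a constant for each array, close to the 75th percentile of that array. For the values that follow, the processed signal of the non-outlier spots was averaged for each of 58883 probes, put on the log2 scale, quantile-normalized across the 15 arrays and floored at a signal of 1, since the paper names quantile normalization. Consecutive stages were compared with limma in 1 model over all arrays: trochophore stage against fertilized eggs (T/O), D-shaped against trochophore stage (D/T), umbonal against D-shaped stage (U/D) and juvenile against umbonal stage (J/U). A probe was tested at a transition when it was well above background on all 3 arrays of at least 1 of both stages, and was counted as changed at a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 2-fold. Where a probe was well above background on no array of the dimmer stage, its fold is a lower bound. It sets the mean of the brighter stage against the mean over the dimmer arrays of the higher of the probe's own signal and the lowest signal among probes well above background on that array. The number of arrays, 3 per stage, limits the precision of every value.

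**Figure D1:**
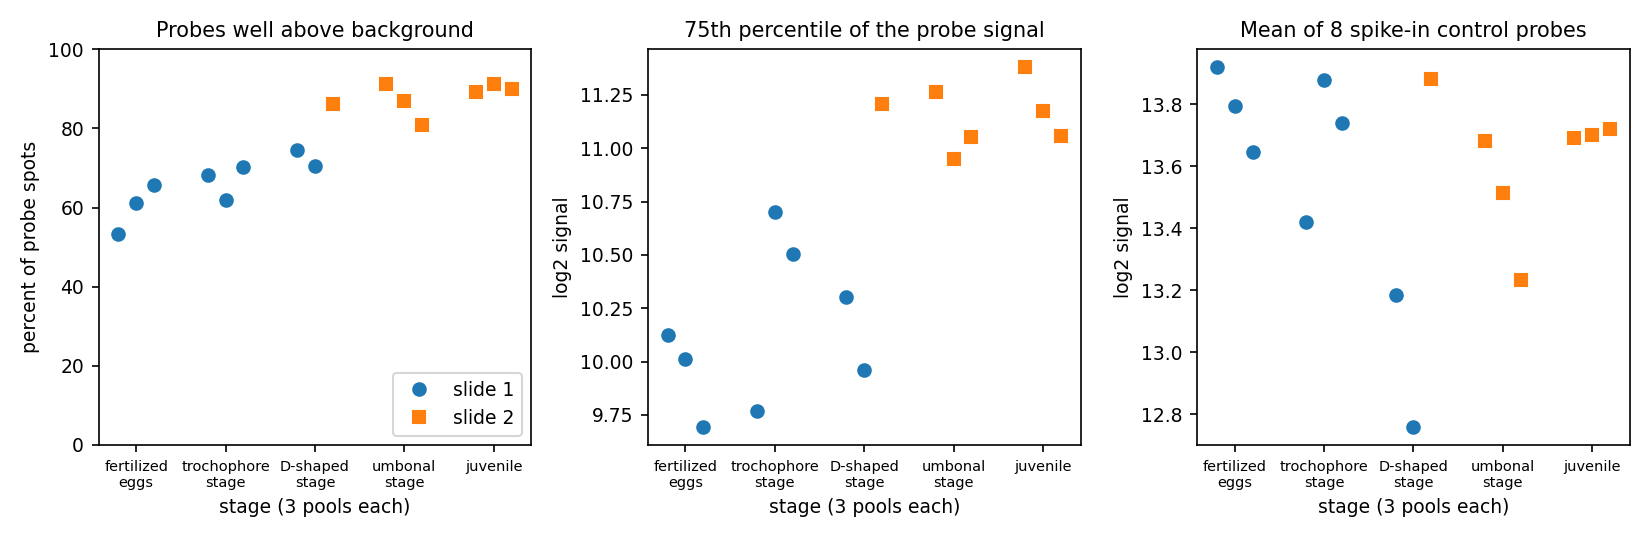
Share of probe spots well above background (percent), 75th percentile of the probe signal (log2) and mean signal of 8 spike-in control probes (log2) for each of the 15 arrays, by stage and slide. The D-shaped pool on slide 2 had 86.1% of its probe spots well above background, against 74.6% and 70.4% for the D-shaped pools on slide 1.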

The Raw and normalized fluorescence microarray data have been deposited in the GEO database under Accession Number GSE63824. A principal components analysis (PCA) on the entire probe set separated all 15 sample pools into five groups (Figure 1), which were relevant to the five larval developmental stages. 

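In the space of the first 3 components of the quantile-normalized log2 values, the largest distance between 2 pools of the same stage was 21.5, and the smallest distance between pools of different stages was 187. That largest distance was between the D-shaped pool on slide 2 and a D-shaped pool on slide 1. The third component set the umbonal stage (mean score 133 ± 7.83, SD, n = 3) apart from the trochophore stage (-130 ± 4.66) and the juveniles (-107 ± 1.97).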

The first and second components explained 70.93% of the variation in the entire data set. 

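After quantile normalization of the probe values, PC1 and PC2 together accounted for 74.7% of the variance, and the third component for a further 11.4%. Scaling each probe to unit variance moved the sum of the leading pair most, to 64.3%.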

Stages of larval development was explained by the first principle components (PC1), which explained 48.99% of the variation, with low component loading for earlier stages and high component loading for later stages. 

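PC1 accounted for 52.4% of the variance. The mean PC1 score was -343 ± 10.3 (SD, n = 3) for fertilized eggs, -145 ± 4.93 for the trochophore stage, 57.4 ± 7.51 for the D-shaped stage, 178 ± 6.95 for the umbonal stage and 252 ± 4.32 for juveniles. The scores of neighbouring stages did not overlap. Scaling the arrays by their spike-in control probes moved the PC1 share most, to 62.8%.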

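On PC2, the trochophore stage had a mean score of -154 ± 3.99 (SD, n = 3) and the D-shaped stage of -155 ± 8.25, a difference smaller than the spread between pools. Fertilized eggs had a mean score of 156 ± 2.79 and juveniles of 170 ± 4.30, with the umbonal stage between at -17 ± 1.56.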

A curved “horseshoe effect” along the second axis was apparent, which placed the trochophore and D-shaped stage larvae on the opposite side from fertilized eggs and the juvenile stage. Comparable results were obtained according to similarities in the expression patterns after a hierarchical clustering analysis (Additional file 1). These results indicate different gene expression patterns corresponding to different developmental stages. 

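Average-linkage clustering of the 15 arrays, with 1 minus Pearson's r over all probes as the distance, gave each of the 5 stages a cluster of its own. The D-shaped and umbonal stages joined in a common cluster, and so did the fertilized eggs and the trochophore stage. Leaving out any 1 of the umbonal or juvenile arrays undid the common cluster of the fertilized eggs and the trochophore stage. The 5 clusters of single stages were found with every array left out in turn.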

Meanwhile, the three biological replicate pools at each developmental stage shared a similar pattern, which would also increase the reliability and repeatability of this work.

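Pearson's r between pools of the same stage, computed across probes, was at least 0.966 and averaged 0.983, whereas between pools of different stages it was at most 0.932 and averaged 0.817. Probes are not independent replicates, so the stage labels of the arrays were permuted. The difference of 0.166 between the 2 averages was reached by no other of 100000 random assignments (permutation test, one-sided, p = 1e-05, the smallest that number can give). The pools of fertilized eggs were the least alike, with r between 0.966 and 0.983, and the juvenile pools the most alike, between 0.992 and 0.995.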

**Figure 1:**
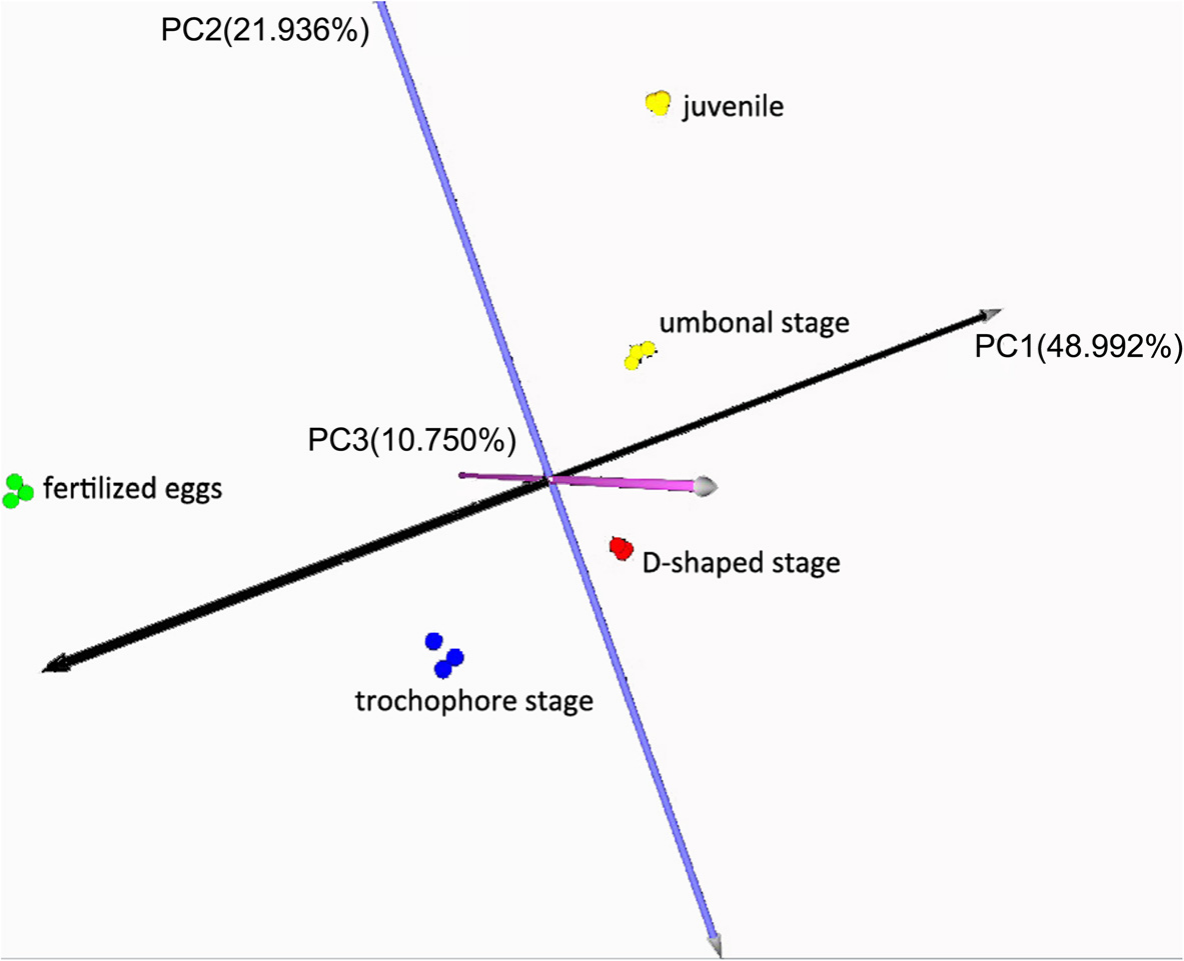
3D score plot using the first 3PCs identified by principal component analysis on the entire larval gene probe set. Fifteen pools of samples were separated into five groups, relevant to the five larval developmental stages. Each stage point included a triplicate.

### Transcriptional changes across larval stage transitions

A comparative analysis was performed using SAM software to identify changes in expression profiles between two consecutive developmental stages [30]. 

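At T/O, 38157 probes were tested with limma and 20253 changed, 9928 of them higher and 10325 lower at the trochophore stage. The filter on dim probes moved this count most. Without it 26308 probes changed, and 12606 changed when a probe had to be well above background on all 6 arrays. The largest rises among probes bright enough on all 6 arrays were those of CUST_51482 and CUST_51472, whose log2 fold changes were 8.05 (standard error 0.25, adjusted p = 2.7e-11) and 7.90 (standard error 0.22, adjusted p = 1.1e-11). The largest falls were those of CUST_44318, which fell by 5.96 on the log2 scale (standard error 0.40, adjusted p = 2.1e-08), and CUST_56843, which fell by 5.69 (standard error 0.26, adjusted p = 5.8e-10).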

Among all 58,749 unigenes, the greatest number of differentially expressed genes was found between fertilized eggs and trochophore stage larvae, with 23,300 significant genes (12,279 up-regulated and 11,021 down-regulated). However, the fewest genes changed between the D-shaped stage and trochophore stage, with 14,197 significant genes (7,885 up-regulated and 6,312 down-regulated). 

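At D/T, 14138 of 42207 tested probes changed, 7115 higher and 7023 lower. At U/D, 15314 of 47886 changed, 7771 higher and 7543 lower, and at J/U 15389 of 52434 changed, 7048 higher and 8341 lower. Which of these 3 transitions had the fewest changed probes depended on the processing. With the slide as a block, 12217 probes changed at U/D against 14834 at D/T. Without the filter on dim probes, 15729 changed at J/U against 16863 at D/T. With spike-in scaling, 14574 changed at each of D/T and J/U. The balance of rises and falls also moved with the scaling. Under spike-in scaling, which moved the median log2 change of all tested probes from -0.16 to 0.43 at D/T, 12159 probes were higher and 2415 lower there. At J/U rises outnumbered falls after the 75th-percentile shift (8487 higher, 5920 lower), in the authors' processed values (8389 and 5883) and with spike-in scaling (7448 and 7126). Among probes well above background on all 6 arrays of a transition, the largest rises at D/T were those of CUST_45175 and CUST_55538 (log2 fold changes of 7.74 and 7.65), and CUST_4625 and CUST_49990 had the largest falls, -6.32 and -6.30. At U/D, under the same limit, CUST_162_PI429683413 and CUST_39995 rose most (8.91 and 8.63), and CUST_18934 and CUST_36808 fell most (-7.78 and -7.46).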

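Of the 58883 probes, 53129 could be tested at 1 or more of the 4 transitions, and 38923 changed at 1 or more, which is 66.1% of all probes. At all 4 transitions, 905 probes changed.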

The expression profiles of most genes changed significantly during larval development (Figure 2). Cellular Component Gen Ontology (GO) (Additional file 2) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway (Additional file 3) terms were represented significantly (q-value < 0.05) between the two consecutive stages.

**Figure 2:**
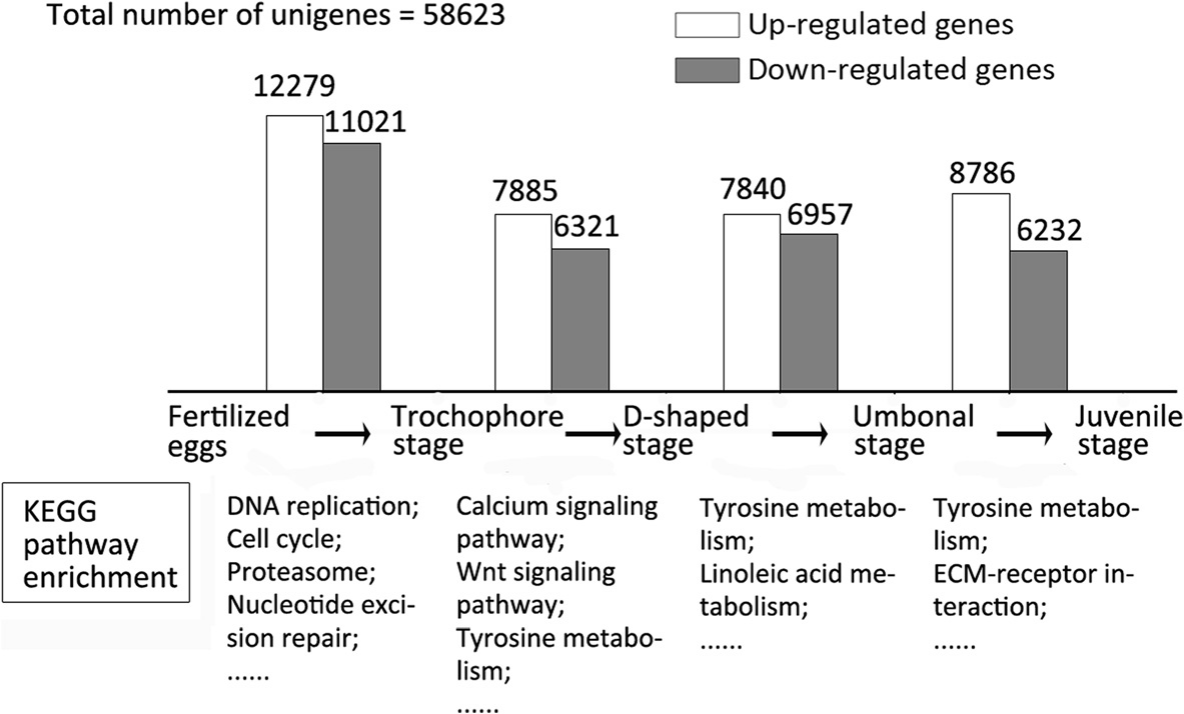
Transcriptional changes across larval stage transitions. The up-regulated genes refer to those with FC ≥ 2 while the down-regulated genes refer to those with FC ≤ 0.5; KEGG pathway enrichment shows several of those significantly enriched between two consecutive stages (q-value < 0.05), while the whole results could be seen in Additional file 3.

### Comparison of fertilized eggs and trochophore stage larvae

Seventeen KEGG pathways (q-value < 0.05) were significantly enriched between fertilized eggs and trochophore stage larvae. The majority was related to cellular progression (e.g., ko03030://DNA replication, ko04110://cell cycle, ko03420://nucleotide excision repair, ko03430://mismatch repair, ko03440://homologous recombination). 

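For the terms DNA replication, cell cycle, nucleotide excision repair, mismatch repair and homologous recombination, the part of Additional file 3 used here names 17 changed probes each, of the 63, 158, 56, 36 and 27 that the paper counts. Of the 17 named for DNA replication, 15 were lower at the trochophore stage than in fertilized eggs and none was higher, with a median log2 change of -2.13. Nucleotide excision repair had 12 lower and 1 higher (median -1.69), mismatch repair 11 lower and 2 higher (median -1.69), homologous recombination 11 lower and none higher (median -1.36), and cell cycle 9 lower and 5 higher (median -1.19). The number of listed probes with a change above 0 was the same after the 75th-percentile shift and after spike-in scaling. The enrichment of the terms was not tested here.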

The genes that changed significantly between these two stages were related to GO:0005634//nuclear and GO:0005622//intracellular processes in a Cellular Components GO term analysis.

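Of the 17 changed probes that the part of Additional file 2 used here names for nucleus, out of 291 in the paper's count, 11 were lower at the trochophore stage and 4 higher, with a median log2 change of -1.23. For intracellular, 9 of 17 were lower and 5 higher (median -1.19). The paper counts 770 changed probes for that term.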

### Comparison of trochophore stage and D-shaped stage larvae

As many as 31 KEGG pathways (q-value < 0.05) were significantly enriched between the trochophore and D-shaped stages. Three pathways related to biomineralization and shell formation were enriched, such as (ko04020://calcium signaling pathway, ko04310://Wnt signaling pathway, and ko00350://tyrosine metabolism. 

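Among the 17 probes named for the calcium signaling pathway in the part of Additional file 3 used here, 15 were higher and 2 lower at the D-shaped stage, with a median log2 change of 2.30. The Wnt signaling pathway went mostly the other way, with 10 of 17 lower and 6 higher (median -1.43). For tyrosine metabolism 12 of 17 were higher and 2 lower (median 1.92). The paper counts 147, 99 and 70 changed probes for these 3 terms, most of which were not used here. Each of the 3 numbers of listed probes with a change above 0 was unchanged by the 75th-percentile shift and by spike-in scaling.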

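All 4 chitin synthase probes the paper names rose between the trochophore and the D-shaped stage by far more than the spread between pools. CUST_58227 went from a log2 signal of 8.17 ± 0.49 (SD, n = 3) to 14.59 ± 0.32, an 85.3-fold increase (log2 fold change 6.41, standard error 0.30, adjusted p = 1.9e-09). CUST_24765 went from 6.79 ± 0.61 to 13.06 ± 0.29, a 77.4-fold increase (log2 fold change 6.27, standard error 0.26, adjusted p = 7e-10). CUST_39082 was well above background on no trochophore array and rose at least 29.0-fold, to 10.90 ± 0.13 (adjusted p = 8.5e-10). CUST_56685 rose 32.0-fold, from 6.03 ± 0.32 with 2 of 3 arrays well above background to 11.03 ± 0.13 (log2 fold change 5.00, standard error 0.21, adjusted p = 5.8e-10).

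**Figure D2:**
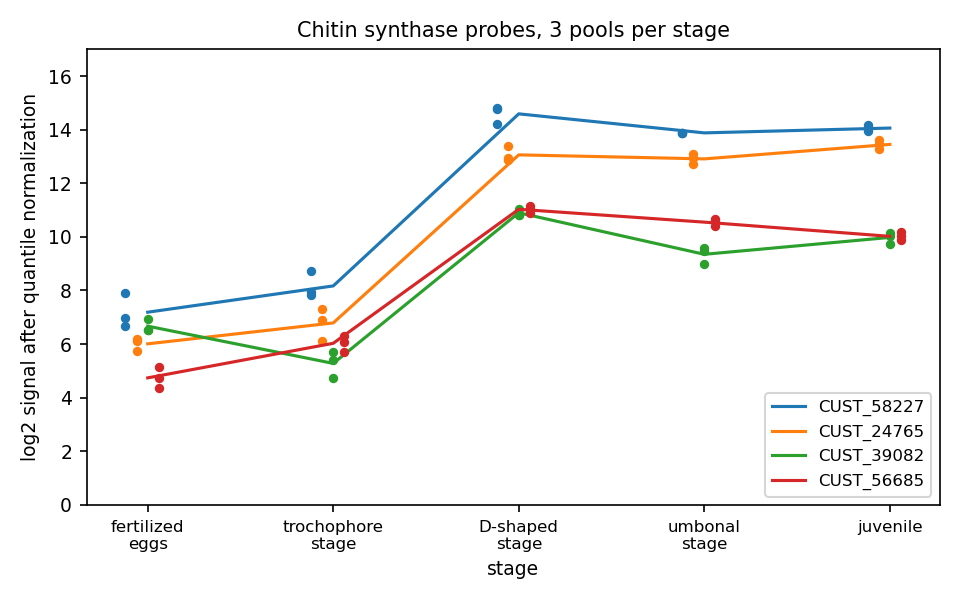
Log2 signal of the 4 chitin synthase probes after quantile normalization at each stage. Points are the 3 pools and lines join the stage means, and all 4 probes rise between the trochophore and the D-shaped stage, CUST_58227 from 8.17 to 14.59.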

Chitin synthase [15] was highly up-regulated with fold-change (FC) values of: CUST_58227, 84.49-fold increase; CUST_24765, 75.81-fold increase; CUST_39082, 60.81-fold increase; and CUST_56685, 34.93-fold increase, indicating their potential roles controlling shell formation, as chitinous material is synthesized during the D-shaped stage and contributes to the shell framework. Matrix protein PFMG2 [31] (CUST_40154, 5.25-fold increase) was also up-regulated at this stage and is probably involved in the formation of Prodissoconch I.

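PFMG2 (CUST_40154) rose from a log2 signal of 11.65 ± 0.09 (SD, n = 3) at the trochophore stage to 14.15 ± 0.09 at the D-shaped stage, a 5.68-fold increase (log2 fold change 2.51, standard error 0.15, adjusted p = 1.7e-08). It had been at 12.49 ± 0.10 in fertilized eggs, and after the D-shaped stage it was at 14.61 ± 0.29 in umbonal larvae and 15.26 ± 0.06 in juveniles.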

### Comparison of D-shaped stage and umbonal stage larvae

Only 10 KEGG pathways (q-value < 0.05) were significantly enriched when D-shaped and umbonal stage larvae were compared. Most of the terms were related to metabolic processes (e.g. ko00982://drug metabolism-cytochrome P450, ko00591://linoleic acid metabolism, ko00480://glutathione metabolism ko00260://glycine, serine, and threonine metabolism). 

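In the part of Additional file 3 used here, 17 changed probes are named for each of these terms. For drug metabolism by cytochrome P450, 13 of them were higher and 4 lower at the umbonal stage (median log2 change 2.11), and for linoleic acid metabolism 15 were higher and 2 lower (median 2.46). Glycine, serine and threonine metabolism had 11 higher and 4 lower (median 1.49), and glutathione metabolism 9 higher and 8 lower (median 1.22). The paper's counts of changed probes are 63, 41, 68 and 51 in the same order. At this transition too, the 75th-percentile shift and spike-in scaling left the number of listed probes with a change above 0 as it was.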

Interestingly, the tyrosine metabolic pathway was also involved in these stages. 

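Of the 79 changed probes that the paper counts for tyrosine metabolism at this transition, 17 are named in the part used here. The umbonal stage was higher for 11 of them and lower for 4, and 2 were not called, with a median log2 change of 1.59.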

PFMG6 and PFMG8 [31] were initially up-regulated at the D-shaped stage and then up-regulated to a greater extent at the umbonal stage.

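Between the trochophore and the D-shaped stage, PFMG6 (CUST_50058) went from a log2 signal of 6.19 ± 0.40 (SD, n = 3, with 1 array well above background) to 6.92 ± 0.26. That 1.66-fold difference was not called (standard error 0.34 on the log2 scale, adjusted p = 0.086). PFMG8 (CUST_45587) went from 6.79 ± 0.21 to 7.66 ± 0.80, a 1.83-fold difference with an adjusted p of 0.021, below the 2-fold limit. The D-shaped pools had PFMG8 signals of 6.90 and 7.56 on slide 1 and 8.50 on slide 2, so the slide may bear on this difference and on that at U/D. With the authors' processed values, the log2 fold changes of PFMG6 and PFMG8 at D/T were 1.02 and 1.07 and both were called. At the umbonal stage, PFMG6 reached 9.52 ± 0.06, a 6.04-fold increase over the D-shaped stage (log2 fold change 2.60, standard error 0.34, adjusted p = 3.9e-05). PFMG8 reached 11.65 ± 0.02, a 15.9-fold increase (log2 fold change 3.99, standard error 0.29, adjusted p = 2e-07).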

### Comparison of umbonal stage larvae and juveniles

A total of 20 KEGG pathways (q-value < 0.05) were significantly enriched between umbonal stage larvae and juveniles, and protein members in tyrosine metabolic pathway showed the greatest increased. A Cellular Component GO analysis identified 16 terms for these significantly changed genes. The terms “extracellular region” and “extracellular matrix” were related to matrix proteins. 

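For the term extracellular matrix, all 15 changed probes of the paper's count are named in Additional file 2, and 8 of them were higher and 4 lower in juveniles than at the umbonal stage (median log2 change 1.21). For extracellular region, 17 of 32 are named in the part used here, of which 7 were higher and 5 lower (median 0.62). After the 75th-percentile shift and after spike-in scaling, 11 listed probes of either term had a change above 0, as they had after quantile normalization.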

As expected, most known matrix proteins were up-regulated to a greater extent at the juvenile stage, suggesting their particular roles regulating formation of either the inner aragonitic nacreous layer or the outer calcitic prismatic layer.

### Expression of the tyrosine metabolic pathway from the trochophore stage to juveniles

Of all of the KEGG pathways predicted to be involved in the comparison between two consecutive developmental stages, the tyrosine metabolic pathway (ko00350) was continuously active from the trochophore stage to juveniles with a q-value < 0.05. Among all 202 contigs from the transcriptome involved in this pathway, 70 were up or down-regulated from the trochophore stage to the D-shaped stage, 79 were up or down-regulated from the D-shaped stage to the umbonal stage, and 96 were up or down-regulated from the umbonal stage to juveniles (Additional file 3). Twenty-six genes were involved in all three comparisons (Table 1). 

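Of the 26 probes of Table 1, 26 changed at D/T, 25 at U/D and 26 at J/U, and 25 changed at all 3. The exception was tyrosinase (CUST_54654), which could not be tested at U/D because it was well above background on 2 of 3 arrays of either stage. Adjusted over the list alone, the counts were the same, 21 higher and 5 lower at D/T, 17 higher and 8 lower at U/D, and 19 higher and 7 lower at J/U. The paper chose this list on these samples, so its adjustment is not independent evidence. Requiring signal well above background on all 6 arrays moved the count at all 3 transitions most, to 11. With dim probes at their lower bound, 23 changed at D/T and 22 at all 3. The directions differed between probes. At all 3 transitions 10 probes rose. Another 4 rose, fell and rose again, 4 rose at D/T and U/D and then fell, 3 fell at D/T and then rose at both later transitions, and 3 rose at D/T and then fell at both.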

The most significantly expressed gene was tyrosinase (CUST_54654), which was 716.82-fold up-regulated from the umbonal stage to juveniles, as well as two other tyrosinase-like proteins (tyrosinase-like protein 1, CUST_11152 and tyrosinase-like protein 2, CUST_41072) (Table 2). 

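Tyrosinase (CUST_54654) was at a log2 signal of 4.44 ± 0.32 (SD, n = 3, with 2 arrays well above background) at the umbonal stage and 14.47 ± 0.21 in juveniles, a log2 fold change of 10.03 (standard error 0.55, adjusted p = 1.1e-08). Tyrosinase-like protein 2 (CUST_41072) rose from 4.98 ± 0.39 to 13.21 ± 0.07, with a log2 fold change of 8.24 (standard error 0.27, adjusted p = 1.4e-10). Tyrosinase-like protein 1 (CUST_11152) rose from 4.93 ± 0.21 to 10.99 ± 0.44, with a log2 fold change of 6.06 (standard error 0.34, adjusted p = 1.3e-08). Both were well above background on 2 of 3 umbonal arrays. Before the umbonal stage tyrosinase had its highest mean at the trochophore stage, 7.18 ± 0.42, a 3.09-fold rise over fertilized eggs (adjusted p = 0.016).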

A previous study reported that tyrosinase is located in the prismatic layer of the shell [32] and is expressed particularly in the outer epithelial cells of the mantle middle fold, where periostracum formation occurs [33]. In addition to tyrosinase, melanin, the final metabolic product, is also thought to play a role in cuticle sclerotization in insects. Taken together, these results suggest multiple functions of the tyrosine metabolic pathway during *P. fucata* larval development, including shell and periostracum formation.

**Table 1:** **Members of the tyrosine metabolic pathway up or down-regulated consecutively between the trochophore larval stage and juveniles**

**Probe name**	**Unigene name**	**Homologous gene**	**Species**
CUST_54654	Unigene54694	Tyrosinase	*Pinctada fucata*
CUST_58138	Unigene58178	astacin-like protein	*Pinctada fucata*
CUST_6716	Unigene6721	Gastric triacylglycerol lipase	*Pinctada fucata*
CUST_51407	Unigene51446	Caffeoyl-CoA O-methyltransferase	*Pinctada fucata*
CUST_11562	Unigene11570	cytosolic glutathione S-transferase 1	*Oesophagostomum dentatum*
CUST_18671	Unigene18681	mu class glutathione S-transferase	*Crassostrea gigas*
CUST_25915	Unigene25932	glutathione S-transferase sigma class protein	*Crassostrea gigas*
CUST_28047	Unigene28066	glutathione S-transferase class mu	*Cyphoma gibbosum*
CUST_39791	Unigene39819	glutathione S-transferase	*Chironomus tentans*
CUST_54455	Unigene54495	glutathione S-transferase	*Branchiostoma belcheri tsingtauense*
CUST_56433	Unigene56473	microsomal glutathione S-transferase	*Venerupis philippinarum*
CUST_53080	Unigene53119	glutathione S-transferase pi	*Mytilus edulis*
CUST_53245	Unigene53284	microsomal glutathione S-transferase 1, isoform CRA_c	*Homo sapiens*
CUST_29733	Unigene29754	Temptin	*Haliotis discus discus*
CUST_12898	Unigene12906	Temptin	*Haliotis discus discus*
CUST_22403	Unigene22418	temptin	*Haliotis discus discus*
CUST_18929	Unigene18939	amiloride binding protein 1	*Danio rerio*
CUST_23905	Unigene23920	Semicarbazide-sensitive amine oxidase	*Equus caballus*
CUST_27372	Unigene27390	C. briggsae CBR-GST-11 protein	*Caenorhabditis briggsae*
CUST_36101	Unigene36123	ShTK domain containing protein	*Brugia malayi*
CUST_44222	Unigene44255	amiloride binding protein 1	*Bos taurus*
CUST_47036	Unigene47071	ovoperoxidase	*Lytechinus variegatus*
CUST_56279	Unigene56319	oxidase/peroxidase	*Aedes aegypti*
CUST_54925	Unigene54965	xanthine dehydrogenase/oxidase	*Tribolium castaneum*
CUST_54967	Unigene55007	melanogenic peroxidase	*Sepia officinalis*
CUST_56212	Unigene56252	Aspartate aminotransferase	*Bacillus stearothermophilus*

**Table 2:** **Expression profiles of biomineralization-related genes between two consecutive developmental stages identified in** ***Pinctada fucata***

**Probe name**	**Unigene name**	**Gene name**	**T/O FC**	**D/T FC**	**U/D FC**	**J/U FC**
CUST_24804	Unigene24820	Shematrin-4	-	-	-	2977.7↑
CUST_58195	Unigene58235	Pif	-	-	-	2116.9↑
CUST_38575	Unigene38603	KRMP 1	-	-	-	949.73↑
CUST_31	Unigene31	Shematrin-5	-	-	-	943.32↑
CUST_27219	Unigene27237	Pearlin	-	-	1.90	823.02↑
CUST_54654	Unigene54694	Tyrosinase	-	0.40↓	0.44↓	716.82↑
CUST_53622	Unigene53661	Prismalin-14	0.95	0.89	0.93	324.48↑
CUST_50742	Unigene50781	Shematrin-6	-	-	-	256.39↑
CUST_41072	Unigene41100	Tyrosinase-like protein 2	0.99	0.95	0.43↓	196.87↑
CUST_53862	Unigene53901	PFMG3	6.48↑	0.09↓	1.30	187.5↑
CUST_44067	Unigene44100	shell matrix protein	1.06	1.21	0.79	176.49↑
CUST_56052	Unigene56092	ACCBP 1	-	-	-	119.53↑
CUST_36021	Unigene36043	Prisilkin-39	0.77	1.21	0.84	119.48↑
CUST_31135	Unigene31156	MSI60-related protein	-	-	-	102.96↑
CUST_27662	Unigene27680	PFMG9	-	-	-	76.88↑
CUST_11152	Unigene11160	Tyrosinase-like protein 1	-	-	3.48↑	52.10↑
CUST_55983	Unigene56023	PFMG4	-	2.24↑	1.99	46.13↑
CUST_47372	Unigene47407	Shematrin-7	3.85↑	0.42↓	0.58	42.42↑
CUST_9246	Unigene9253	Calmodulin-like protein	-	-	0.79	40.16↑
CUST_57434	Unigene57474	Nacrein	1.54	1.24	0.63	8.38↑
CUST_367	Unigene367	molluscan prismatic and nacreous layer 88 kDa protein	-	-	-	5.06↑
CUST_50058	Unigene50096	PFMG6	-	2.03↑	5.82↑	4.53↑
CUST_1708	Unigene1709	PFMG11	-	-	-	2.94↑
CUST_45587	Unigene45621	PFMG8	0.40↓	2.1↑	13.42↑	2.66↑
CUST_24765	Unigene24781	Chitin synthase	3.39↑	75.81↑	0.83	1.34
CUST_45506	Unigene45540	PFMG1/7	0.85	0.84	0.92	1.63
CUST_40154	Unigene40182	PFMG2	0.41↓	5.25↑	1.15	1.56
CUST_53588	Unigene53627	N151	0.49↓	0.71	0.85	0.74
CUST_52216	Unigene52255	PFMG12	0.83	0.48↓	3.33↑	1.81
CUST_56226	Unigene56266	Ferritin-like protein	0.87	0.99	1.59	0.51

T/O FC, fold-change (FC) in gene expression comparing trochophore stage larvae with fertilized eggs by Significance Analysis of Microarrays analysis; D/T ratio, U/D ratio, J/U ratio are similar. ↑, up-regulated with FC ≥ 2, and ↓, down-regulated with FC ≤ 0.5.

### Expression of biomineralization-related genes during larval development

Although matrix proteins are important for regulating the biomineralization processes, such as pearl and shell formation in molluscs, the number of characterized matrix protein genes is limited [22]. Normal GO or KEGG term analyses do not perfectly match matrix proteins. Thus, we identified all genes involved in biomineralization in the oyster transcriptome, including the majority of known *P. fucata* matrix proteins like shematrin family, PFMG family, tyrosinase family and other proteins described before*,* and analyzed their expression profiles between two consecutive developmental stages [31-38]. Besides, the expression levels of other biomineralization-related proteins like calmodulin-like protein [35], molluscan prismatic and nacreous layer 88 kDa protein [38], N151 [39] and Ferritin-like protein [40] were also analyzed in Table 2. Interestingly, most of the characterized *P. fucata* matrix proteins were significantly up-regulated between the umbonal stage and juveniles, such as the shell matrix protein shematrin-4 (CUST_24804) at 2,977.7 FC. 

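Of the 30 probes of Table 2, 29 could be tested at J/U, and 23 were higher and none lower in juveniles, also when adjusted over the list alone. The paper drew the list from genes it identified as biomineralization-related in the transcriptome. How the listed probe was picked where a gene had several is not stated. With spike-in scaling 23 were higher and 1 lower, ferritin-like protein (log2 change -1.09). Shematrin-4 (CUST_24804) rose from a log2 signal of 3.76 ± 0.05 (SD, n = 3, with 1 array well above background) to 15.32 ± 0.28, a log2 fold change of 11.57 (standard error 0.71, adjusted p = 3.4e-08). Pearlin (CUST_27219) rose from 4.31 ± 0.21 to 14.50 ± 0.08 (log2 fold change 10.19, standard error 0.54, adjusted p = 8.2e-09). Pif (CUST_58195), KRMP 1 (CUST_38575) and shematrin-5 (CUST_31) were well above background on no umbonal array, and rose at least 549-fold, 237-fold and 287-fold. Not called at J/U were PFMG11 (CUST_1708), which was well above background on 2 of the juvenile arrays only and was not tested, PFMG1/7, PFMG2, PFMG12, N151, chitin synthase (CUST_24765) and ferritin-like protein. The count of 23 fell to 10 when signal well above background was required on all 6 arrays.

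**Figure D3:**
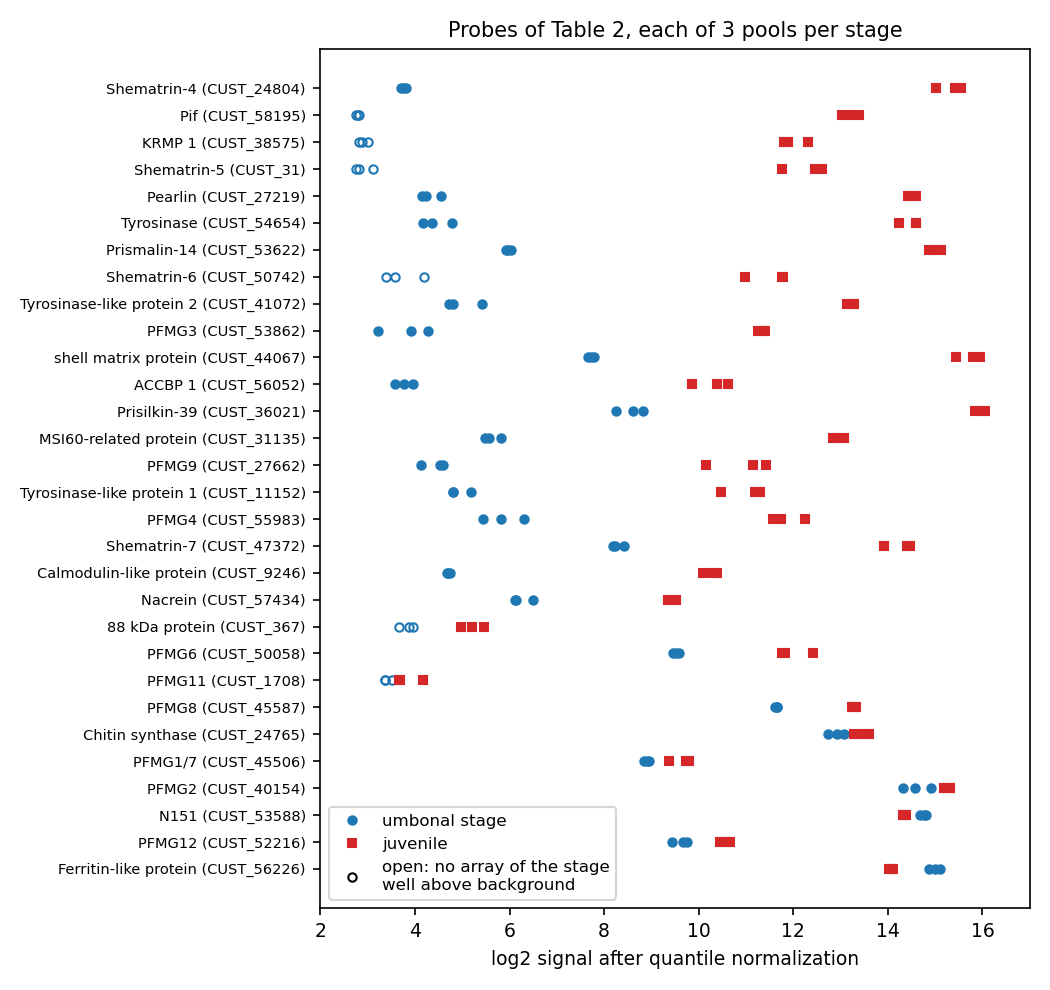
Log2 signal of each probe of Table 2 after quantile normalization in the 3 umbonal and the 3 juvenile pools. Open circles mark stages in which no array was well above background, and shematrin-4 goes from 3.76 to 15.32.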

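Before the juvenile stage, 5 of the 30 probes of Table 2 were well above background on no array, and 9 were on all 12. In 24 of the 30, every juvenile pool was above all 12 pools of the other stages, and in 27 the juvenile mean was the highest of the 5 stages. Random orders of single arrays would put 3 given arrays highest in 0.22% of cases. Pools of a stage were alike, so that share does not measure chance for an order of stages. PFMG1/7 (CUST_45506) had its highest mean in fertilized eggs, 9.87 ± 0.19 (log2 signal, SD, n = 3), against 9.63 ± 0.22 in juveniles. N151 (CUST_53588) was likewise highest in fertilized eggs, at 15.54 ± 0.34 against 14.35 ± 0.03. Ferritin-like protein (CUST_56226) was highest at the umbonal stage, at 14.99 ± 0.11 against 14.07 ± 0.04. PFMG12 (CUST_52216) rose 3.41-fold at U/D (adjusted p = 1.1e-06) and then 1.93-fold at J/U, below the 2-fold limit.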

The majority of these genes were expressed at low levels in fertilized eggs to the umbonal stage but at high levels in juveniles, except for PFMG1/7 (CUST_45506), PFMG12 (CUST_52216) [31,34], and ferritin-like protein (CUST_56226). Several genes homologous to those related to biomineralization in other molluscan species were also investigated. 

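The juvenile arrays gave log2 signals of 15.25 ± 0.09 (SD, n = 3) for KRMP-7 (CUST_47674), 7.10 ± 0.42 for linkine (CUST_53921), 10.14 ± 0.32 for Clp1 protein (CUST_56502) and 9.95 ± 0.37 for Clp3 protein (CUST_57568). KRMP-7 was at 4.89 ± 0.30 at the umbonal stage, with 2 of 3 arrays well above background, so its log2 fold change was 10.36 (standard error 0.29, adjusted p = 3.5e-11). The other probes were well above background on no umbonal array, and rose at least 7.95-fold (linkine), 65.5-fold (Clp1) and 57.2-fold (Clp3). In fertilized eggs KRMP-7 was well above background on all 3 arrays, at 9.79 ± 0.28, and it fell at T/O and D/T (adjusted p = 9.6e-06 and 4.2e-05). Clp3 was well above background on 2 of 3 arrays in fertilized eggs, whereas linkine and Clp1 were on none.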

Biomineralization-related genes, such as KRMP-7 (CUST_47674, *Pinctada margaritifera*), linkine (CUST_53921, *Pinctada margaritifera*) [41], Clp1 protein (CUST_56502, *Crassostrea gigas*), and Clp3 protein (CUST_57568, *C. gigas*) [42] were up-regulated in a similar pattern between the umbonal stage and juvenile stage (data not shown).

Chitin synthase (CUST_58227) and PFMG2 (CUST_40154) were highly expressed during the D-shaped stage. PFMG8, as well as PFMG6, were initially up-regulated at the D-shaped stage but then up-regulated significantly at the umbonal stage, suggesting potential roles regulating the formation of Prodissoconch II.

### Identifying the candidate genes involved in shell formation

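With folds of dim probes taken as lower bounds, 19 of the 30 probes of Table 2 were at least 20-fold higher in juveniles than at the umbonal stage. At T/O and U/D none of the 30 was, and at D/T 1 was, chitin synthase (CUST_24765).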

Most known proteins related to shell formation exhibit an up-regulated expression level with > 20-fold changes from the umbonal stage to juveniles. But the functions of more genes with similar expression profiles remained unclear. We guess some of them might play roles in pearl or shell formation as well, which deserved to be further investigated. Based on this hypothesis, we investigated the up-regulated genes using some bioinformatics tools to detect potential matrix proteins. 

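At J/U, 7048 probes were called higher in juveniles, and 1002 of these were at least 20-fold higher. At the umbonal stage 284 of the 1002 were well above background on no array and 416 on all 3, and 921 were at least 20-fold higher when dim probes were given their lower bound. The authors' processed values gave 1116 probes at least 20-fold higher. The largest rises among probes well above background on all 6 arrays were those of CUST_30466, annotated in Additional file 4 as a hypothetical protein, and CUST_160_PI429683413, with log2 fold changes of 10.56 and 10.08. The largest falls were those of CUST_9002 and CUST_55374 (-8.31 and -7.66).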

Among all 8,786 up-regulated genes between these two stages, 1,113 had a FC ≥ 20. Besides the known matrix proteins and genes related to biomineralization, as described above, 747 of these significantly up-regulated genes were not similar to any other known protein after annotation, whereas another 84 unigenes shared few similarities with some hypothetical or uncharacterized proteins without defined functions (Additional file 4).

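All 831 probes that Additional file 4 lists as uncharacterized were called higher at J/U after quantile normalization, and 640 of them were at least 20-fold higher, or 583 with dim probes at their lower bound. Of the 831, 372 were well above background on no umbonal array. On all 3 juvenile arrays and none of the 12 others, 273 were well above background. In fertilized eggs 69 were well above background on all 3 arrays, and at the D-shaped stage 186 were.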

As reported previously, 80% of the known matrix proteins encode secreted proteins and 74.6% contain tandem-arranged repeat units [22], suggesting some localized and modular features corresponding to their functions. These 831 genes were analyzed and divided into three classes. After excluding genes without an open reading frame (ORF) ≥ 80 aa, the remaining 138 genes were analyzed by a SignalP search, and 35 secreted proteins remained. A XSTREAM screen analysis was carried out, and five genes encoding secreted proteins also contained tandem-arranged repeat units. 

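The 5 unigenes were each represented by 1 probe. From the umbonal stage to juveniles, unigene18749 rose from a log2 signal of 4.46 ± 0.03 (SD, n = 3) to 11.43 ± 0.24, a 126-fold increase (log2 fold change 6.97, standard error 0.18). Unigene35118 rose from 4.57 ± 0.25 to 12.76 ± 0.18, a 292-fold increase (log2 fold change 8.19, standard error 0.38), unigene51738 from 7.64 ± 0.10 to 12.58 ± 0.31, a 30.6-fold increase (4.94, standard error 0.39), and unigene56675 from 5.85 ± 0.16 to 13.78 ± 0.13, a 244-fold increase (7.93, standard error 0.29). Unigene34354 was well above background on no array before the juvenile stage and rose at least 5.16-fold, to 6.48 ± 0.48. At the umbonal stage unigene18749 and unigene35118 were well above background on 2 of 3 arrays. The adjusted p of the 5 probes lay between 2.4e-11 for unigene18749 and 3.4e-07 for unigene51738. The unigenes differed before the umbonal stage. Unigene56675 rose 5.21-fold at T/O and fell by 2.59 on the log2 scale at D/T, and unigene18749 was highest before the juvenile stage in fertilized eggs, at 8.39 ± 0.16.

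**Figure D4:**
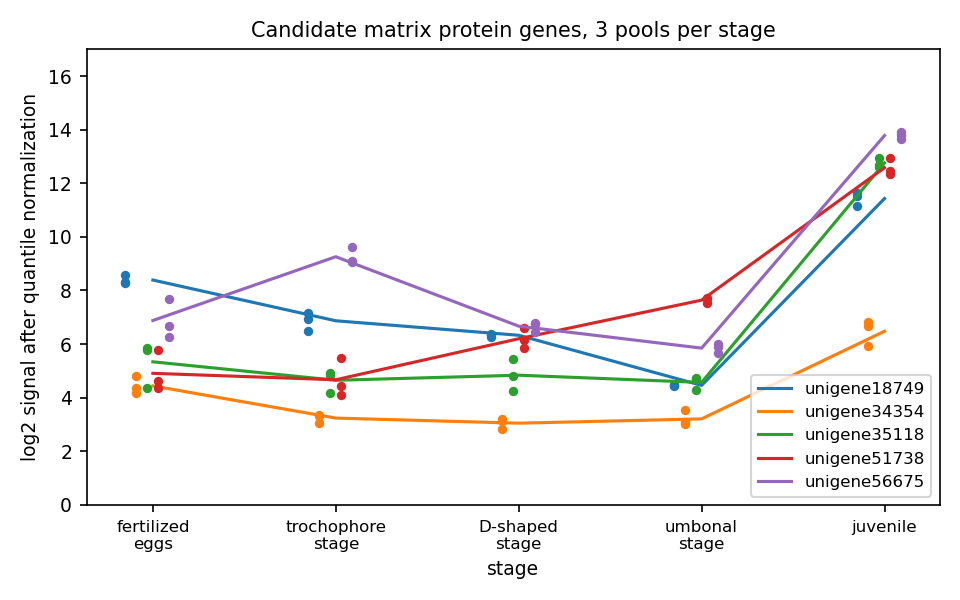
Log2 signal of the probes of the 5 candidate genes after quantile normalization at each stage. Points are the 3 pools and lines join the stage means, and all 5 rise between the umbonal and the juvenile stage, unigene34354 to 6.48 and unigene56675 to 13.78.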

The FCs in these genes were: unigene18749_TP, 100.016-fold increase; unigene34354_TP, 22.37-fold increase; unigene35118_TP, 206.96-fold increase; unigene51738_TP, 21.94-fold increase; and unigene56675_TP, 152.68-fold increase. After a BLASTp search, unigene56675_TP shared 45% identity with nacre uncharacterized shell protein 5 (NUSP5, GenBank accession no: P86967) in *Pinctada margaritifera* [43], whereas the other four genes were not similar to any defined genes. As the functions of NUSP5 remain unclear, the roles of these candidate genes remain for further investigation. The nucleotide sequences and predicted coding proteins of the candidate genes are shown in Additional file 5.

### Expression patterns of the candidate genes in different tissues

The expression patterns of the five candidate genes possibly related to shell formation were detected in different tissues by semi-quantitative PCR. As expected, each of the genes exhibited tissue-specific expression profiles (Figure 3). Unigene56675 was expressed specifically in the mantle pallial, which secretes matrix proteins related to formation of the nacreous shell layer [6,8,14]. Unigene34354 and unigene51738 were expressed specifically in the prismatic layer-related tissue of the mantle edge [11,12,14]. In addition, unigene18749 was expressed both in the pallial and edge of the mantle, suggesting dual roles related to the nacreous and prismatic layers [7,24]. Unigene35118 was expressed at its highest in gill, but also exhibited a high expression level in the mantle edge according to a real time qPCR analysis (data not shown), probably corresponding to a predicted chitin binding domain in its coding protein. The role of unigene35118 remains to be further investigated. However, chitin is an important organic molecule related to biomineralization [44], particularly shell formation in molluscs [15,45-47], and some matrix proteins involved in forming the shell framework, such as prisilkin-39 [11], have chitin-binding ability.

**Figure 3:**
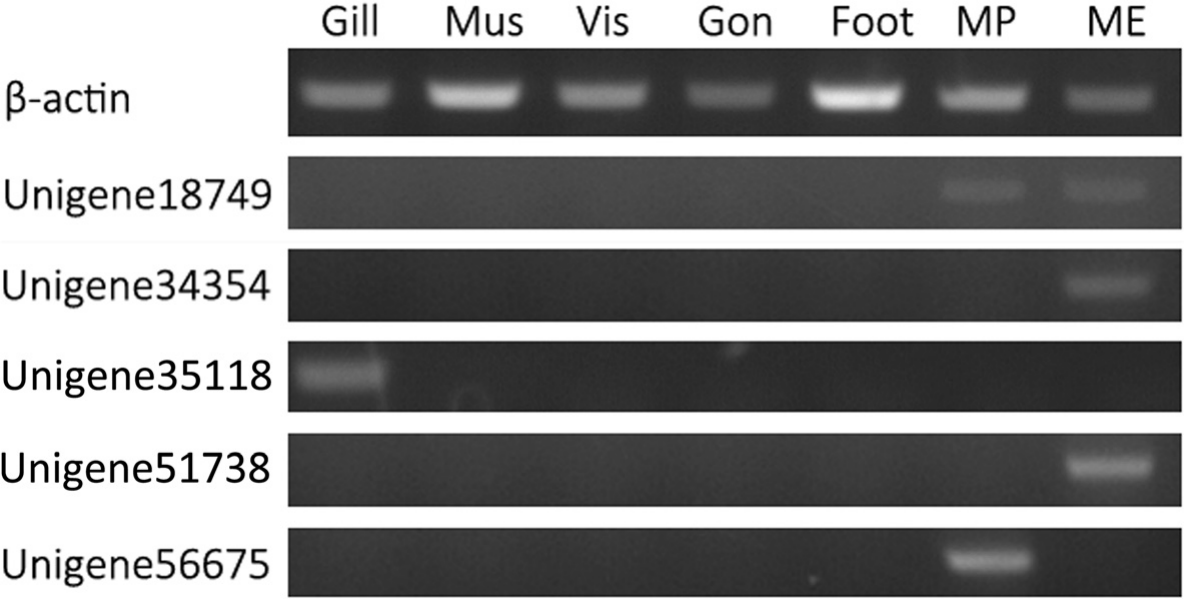
Expression patterns of the candidate genes in different *Pinctada fucata* tissues by semi-quantitative polymerase chain reaction analysis. Total RNA in adult oyster gill, adductor muscle (Mus), viscera (Vis), gonad (Gon), foot, mantle pallial (MP), and mantle edge (ME) was extracted and reverse-transcribed as templates. β-actin gene expression was used as a positive control.

### RNAi knockdown of the candidate genes

The RNAi knockdown approach has been used previously to investigate the regulatory roles of matrix proteins in the calcium carbonate crystallites during shell formation [48]. The microstructures of the nacreous and prismatic shell layers can be disrupted owing to down-regulated matrix proteins [8,23,24]. Because of this, the functions of the candidate genes were tested *in vivo* in RNAi experiments. An 80-μg aliquot of double-stranded RNA (dsRNA) was designed from each gene and injected into the adductor muscle of *P. fucata* adults with similar shell lengths. The efficiency of the RNAi experiment was confirmed 6 days later by real-time qPCR, resulting in 40–60% down-regulation of the corresponding candidate genes, with no significant influences on other matrix proteins like nacrein, pif and KRMP (Additional file 6).

The inner surface structure of the shells was scanned by electron microscopy 6 days after the injection, and the shell nacreous and prismatic layers were observed separately (Figure 4). The nacreous and prismatic layers of the shells in the GFP-injected control group were normal, as seen in untreated oysters (Figure 4a, 4e). RNAi knockdown of Unigene34354 and unigene51738 would lead to disrupted phenomena in the prismatic layer. Knocking down of unigene51738 would lead to lacunose prismatic layer surface (Figure 4d) while inhibiting unigene34354 lead to an abnormal formation of the organic framework in prismatic layer (Figure 4b). Knocking down of the chitin-binding domain containing unigene35118 would lead to absence of the shell framework and lacunose prismatic layer surface (Figure 4c). These results indicate their potential roles in controlling the formation of prismatic layer.

**Figure 4:**
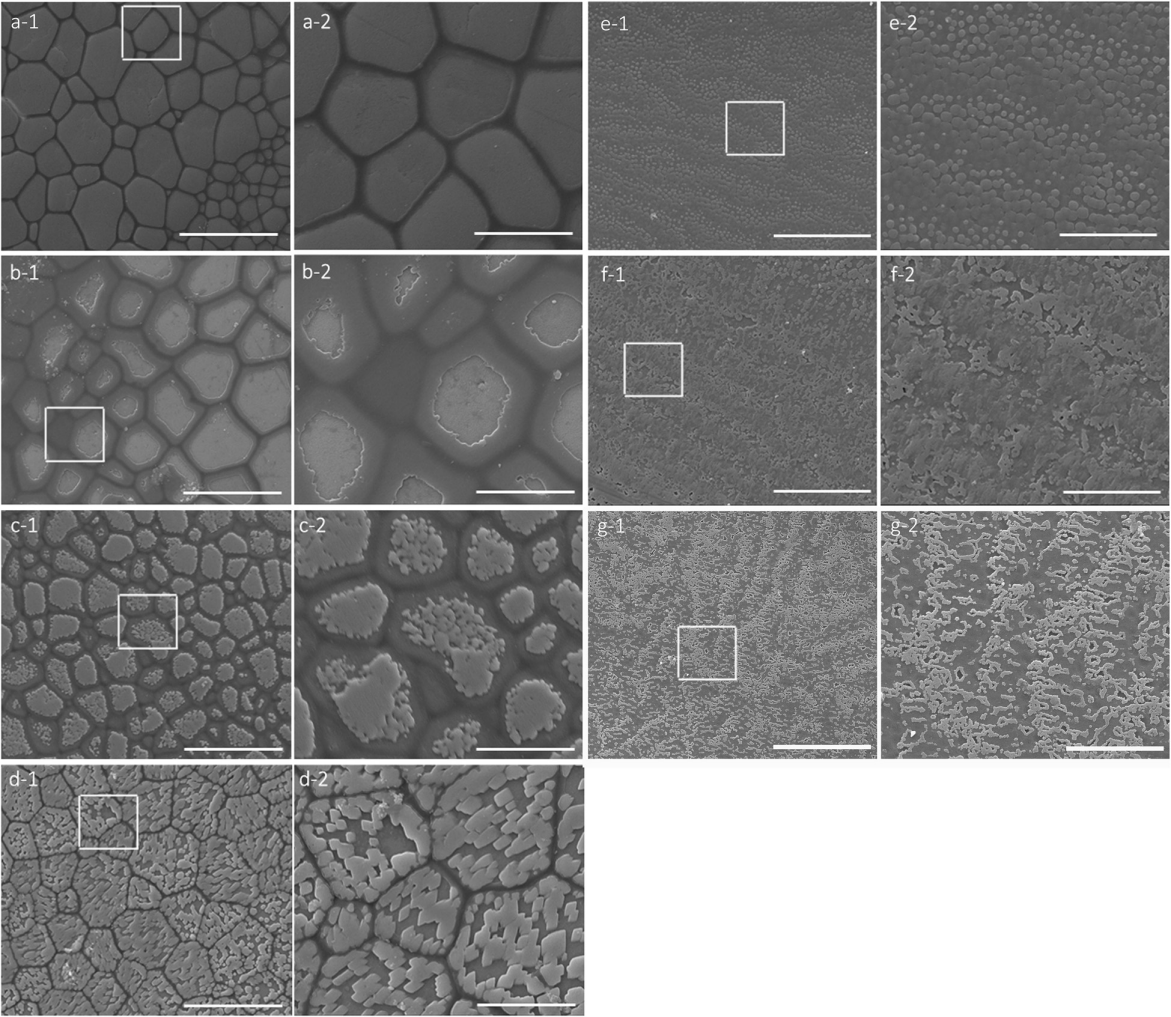
Effects of the candidate genes on regulating calcium carbonate crystallites on the shell surface. Expression levels of the candidate genes decreased following a dsRNA injection *in vivo*. **(a)** Scanning electron microscopic (SEM) images of a normal shell prismatic layer. **(b–d)** SEM images of the prismatic layers of RNAi knockdown group shells: unigene34354 **(b)**, unigene35118 **(c)**, and unigene51738 **(d). (e)** SEM images of a normal shell nacreous layer. **(f–g)** SEM images of the nacreous layers of RNAi knockdown group shells: unigene18749 **(f)** and unigene56675 **(g)**. a-2 shows an enlargement of the box in a-1, as do b-2–g-2. Bar, 50 μm in a-1, b-1, c-1, d-1, e-1, f-1, and g-1; bar = 20 μm in a-2, b-2, c-2, d-2, e-2, f-2, and g-2.

On the other side, knocking down of Unigene18749 and Unigene56675 would both result in different and disrupted crystal deposition in the nacreous layer (Figure 4f, 4 g), suggesting their potential roles in controlling the formation of nacreous layer.

All of these data indicate a relationship between these candidate genes and shell formation, but their structures and functions during regulation of biomineralization remain to be further investigated.

## Discussion

Although genomics tools have begun to be used in marine bivalves in recent years [25-27], studies analyzing *P. fucata* genetic data remain insufficient [18,28,29,31,49]. Larval development investigations have focused mainly on tissue, organ, or shell developmental and structural observations [19,20,46,50], and knowledge about gene expression level changes is very limited [51-53], particularly during larval development [54]. The expression levels of only a few matrix proteins (nacrein, pearlin, MSI60, aspein, prismalin-14, and MSI31) at different larval development stages have been analyzed by RT-PCR and are related to shell formation in *P. fucata* [21]. Our present results have revealed global gene expression profiles during *P. fucata* larval development, particularly focusing on the relevance of the gene expression levels and the shell formation process. An analysis of differentially expressed genes across stage transitions would help reveal their potential roles in lots of biological processes including shell formation.

### Gene expression profiles and shell formation during larval development

The *P. fucata* developmental stages are the fertilized egg, trochophore, D-shaped stage, umbonal stage, juveniles, and adults. The calcium carbonate crystal polymorphism and the shell layer structure change throughout these stages [19,20]. At the early D-shaped stage, Prodissoconch I probably comprises ACC, whereas the aragonite and calcite Prodissoconch II appears during the umbonal stage. Finally, the dissoconch shell, with an inner aragonitic nacreous layer and an outer calcitic prismatic layer, forms at the juvenile stage [19,20,50]. Changes in matrix protein expression levels probably reflect their roles regulating shell formation.

Chitin is an insoluble polysaccharide that comprises the body structure framework of molluscs and insects [47]. Chitinous material appears in the D-shaped stage and is widely distributed in larval shells of the oyster *Mytilus galloprovincialis*, where it presumably forms a chitin-protein complex [46]. Chitin synthase, which stimulates proliferation of mammalian chondrocytes by regulating synthesis of extracellular matrix components [42], is also an important matrix protein in the structural framework of shells [15,37,45]. In this study, chitin synthase expression was up-regulated significantly at the D-shaped stage and remained highly expressed since then (Table 2), which might be related to the synthesis of chitinous material of the larval shell, as well as other biological processes. 

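After the D-shaped stage, CUST_58227 stayed at a log2 signal of 13.88 ± 0.01 (SD, n = 3) at the umbonal stage and 14.06 ± 0.12 in juveniles, and CUST_24765 at 12.91 ± 0.18 and 13.45 ± 0.17. CUST_56685 was at 10.55 ± 0.14 and 10.02 ± 0.15. None of these 3 probes was called at U/D or J/U. CUST_39082 fell 2.93-fold at U/D, to 9.35 ± 0.31 (log2 fold change -1.55, standard error 0.24, adjusted p = 0.00015), and was at 9.98 ± 0.22 in juveniles.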

Results of the RT-qPCR analysis revealed a similar expression pattern (Figure 5). The calcium signaling pathway was also predicted to be involved in this stage (Additional file 3), resulting from the large calcium requirement to form Prodissoconch I. Matrix protein PFMG2 is up-regulated at this stage, somehow indicating its potential role in the formation of Prodissoconch I, which need to be further investigated.

**Figure 5:**
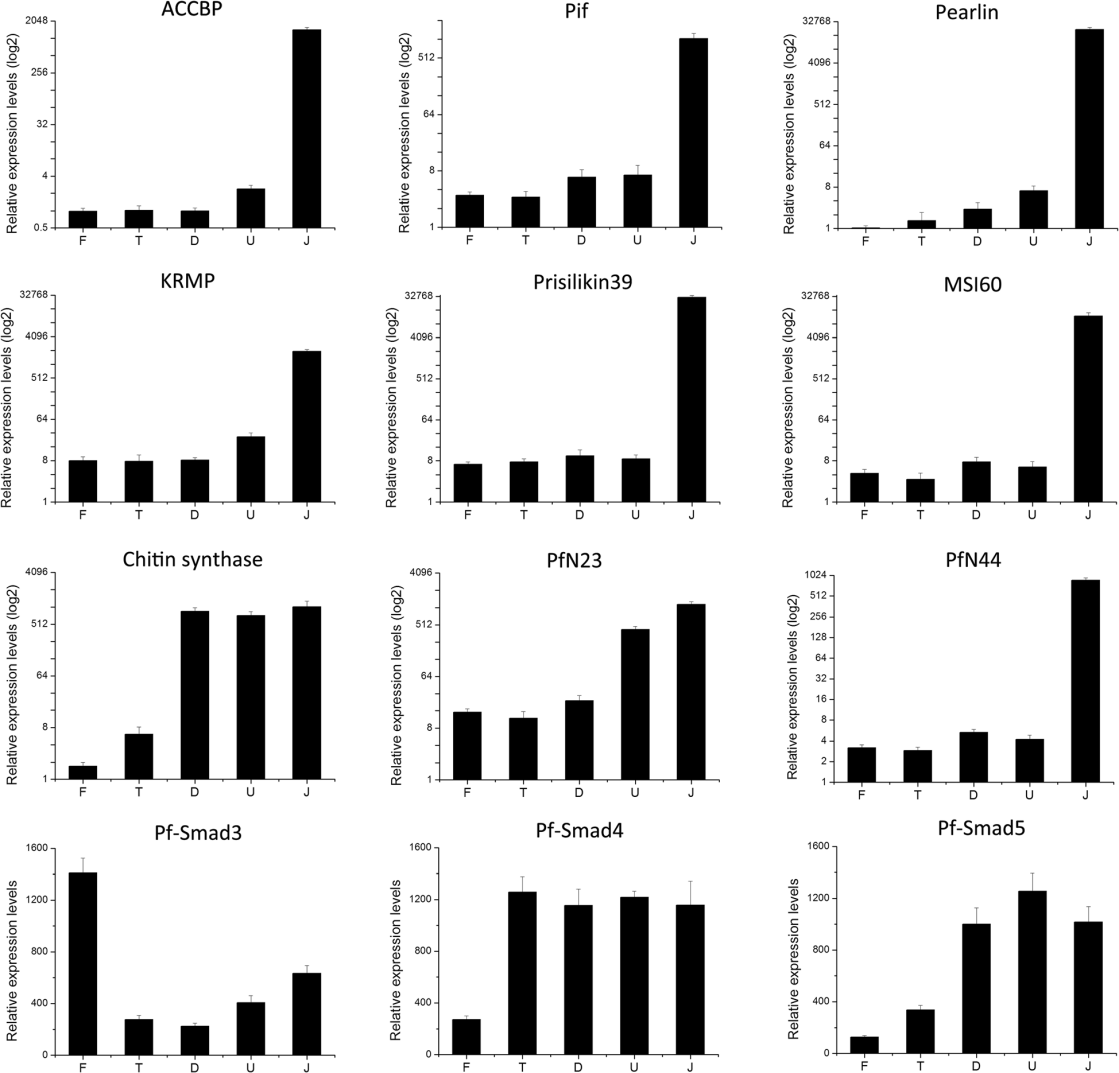
Expression patterns of 11 genes by reverse transcription-quantitative polymerase chain reaction analysis. Relative gene expression levels (log2) of matrix proteins ACCBP, KRMP-1, pearlin, Pif, prisilkin-39, MSI60, Chitin synthase, PfN23 and PfN44 were described before; while relative gene expression levels (linear) of transcription factors Pf-smad3, Pf-smad4, and Pf-smad5 exhibited different patterns. All of these results were positively correlated with the microarray data. F, fertilized eggs; T, trochophore stage larvae; D, D-shaped stage larvae; U, umbonal stage larvae; J, juvenile.

The majority of biomineralization-related genes were expressed at low levels during the umbonal stage, except for a few genes, such as PFMG6 and PFMG8, which were initially up-regulated during the D-shaped stage, and then were up-regulated to a greater extent at the umbonal stage. 

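At the umbonal stage, 16 of the 30 probes of Table 2 were well above background on all 3 arrays. At U/D, 17 of the 30 could be tested with limma, of which 3 were higher and 1 lower at the umbonal stage. No fold is given for 9 of the 30, of which 5 were well above background on no array of either stage and the others on 1 or 2 umbonal arrays, with a signal below the lower limit of the D-shaped arrays. The lower probe was tyrosinase-like protein 2 (CUST_41072), whose signal fell by 1.31 on the log2 scale (adjusted p = 0.0014). Its D-shaped pools had log2 signals of 6.54 and 6.59 on slide 1 and 5.73 on slide 2. With the slide as a block its fold was 0.595 and it was not called, nor was it with spike-in scaling (0.569), with normexp (0.835) or with the filter on all 6 arrays, under which it is not tested.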

According to a previous study, knockdown of PfN23, disrupts the larval shell formation process at the early stage [22,23]. The microscopic structures of Prodissoconch I and Prodissoconch II differ from those of dissoconch shells [21], and expression of PFMG6, PFMG8, and PfN23 may significantly influence early formation of larval shells. In addition, a KEGG pathway analysis predicted that several amino acid metabolic pathways are active between the D-shaped and umbonal stages, which probably reflects the rapid larval growth at this time [19].

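Among the 23 probes of Table 2 called higher at J/U, 5 folds were lower bounds. The lowest fold was that of the molluscan prismatic and nacreous layer 88 kDa protein (CUST_367), at least 2.13. Shematrin-4 (CUST_24804) had a fold of 3030, which rests on a dim umbonal signal, well above background on 1 of 3 arrays, and was 519 under normexp. CUST_367 rested on a log2 change of 1.37 (adjusted p = 0.019), which was no longer called without umbonal stage replicate 1 (1.27), without juvenile replicate 3 (1.24) or under normexp (0.42). Nacrein (CUST_57434), at 9.44 ± 0.07 (log2 signal, SD, n = 3) in juveniles and 6.25 ± 0.22 at the umbonal stage, rose 9.16-fold (adjusted p = 4.1e-06). PFMG6 (CUST_50058) and PFMG8 (CUST_45587), which had already risen at U/D, rose a further 5.59-fold and 3.12-fold.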

The majority of biomineralization-related genes were up-regulated at the juvenile stage with large FCs. These genes have crucial roles regulating formation of the nacreous and prismatic shell layers (Table 2). 

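Additional file 4, which lists probes that the paper found at least 20-fold higher in juveniles, names 20 further probes under the annotations of 8 genes of Table 2. All 20 were called higher at J/U, and in all 20 every juvenile pool was above the 12 other pools. With lower bounds for 13 of them, their folds were 9.68 to 942 for 8 tyrosinase probes, 50.5 to 1570 for 3 prisilkin-39 probes, and 2.93 and 40.4 for 2 chitin synthase probes. Prismalin-14 had 1 further probe, at least 1290-fold higher, and Pif had 1, 33.5-fold higher. The 2 further chitin synthase probes differ from those that the paper names in its text, of which none was called at J/U. The list was selected by the fold at this transition, and probes of the same genes that it leaves out were not analysed here.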

Besides the contigs listed, other contigs from the same biomineralization-related genes in the transcriptome exhibited similar expression patterns across stages, despite some fold-change value differences. Furthermore, gene expression profiles for chitin synthase, ACCBP, KRMP1, pearlin, Pif, prisilkin-39, MSI60, PfN23, PfN44 and three transcription factors, such as Pf-smad3, Pf-smad4, and Pf-smad5 (GenBank accession no: EU137731, KF307635, and KC462554) were also detected by RT-qPCR (Figure 5). This result confirms the positive correlation with microarray performance. 

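On the arrays, the probe of Pf-smad3 (CUST_117_PI429683413) had its highest log2 signal in fertilized eggs, 8.40 ± 0.46 (SD, n = 3), and was at 5.71 ± 0.74 at the trochophore stage, 4.63 ± 0.50 at the D-shaped stage, 4.57 ± 0.22 at the umbonal stage and 6.22 ± 0.42 in juveniles. It was well above background on 1 of 3 trochophore arrays, 1 of 3 D-shaped arrays and 2 of 3 umbonal arrays. Pf-smad4 (CUST_153_PI429683413) was highest at the trochophore stage, 8.82 ± 0.21, and fell to 7.14 ± 0.53 at the D-shaped stage and 4.99 ± 0.45 at the umbonal stage (adjusted p = 0.00039 and 6.9e-05). The fall at D/T was not called with spike-in scaling (-0.97), nor that at U/D under normexp (-0.99). Pf-smad5 (CUST_158_PI429683413) was at 7.75 ± 0.41 in fertilized eggs and 8.26 ± 0.25 at the D-shaped stage, and then fell to 6.72 ± 0.30 and 5.25 ± 0.27 (adjusted p = 0.00012 at U/D and 0.00018 at J/U). Its change at T/O was not called after quantile normalization, but was called higher after the 75th-percentile shift (1.04) and with spike-in scaling (1.52). The rise of Pf-smad3 at J/U was not called under normexp (0.64), and the fall of Pf-smad5 at J/U was not called under normexp (-0.74) or after the 75th-percentile shift, where the log2 change was -0.97. The RT-qPCR values were not analysed here.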

Our data reveal that the highest expression level changes in most biomineralization-related genes corresponded to formation of the nacreous and prismatic shell layers, rather than construction of Prodissoconch I and Prodissoconch II.

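For 22 of the 30 probes of Table 2, the largest change between consecutive stage means was that at J/U. It was at U/D for 5 (PFMG6, PFMG8, PFMG12, ferritin-like protein and PFMG11, which was well above background on no array before the juvenile stage), at D/T for 2 (chitin synthase and PFMG2) and at T/O for N151. For ferritin-like protein the log2 changes were 0.93 at U/D and -0.93 at J/U (standard error 0.26), so its place between them is undecided. The numbers called at the earlier transitions were small beside the 23 at J/U. At T/O 3 were higher and 1 lower, and at D/T 2 were higher and 4 lower. From the stage at which these changes were largest, the paper concludes that most of these genes change most when the nacreous and prismatic layers form.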

In addition, the tyrosine metabolic pathway plays multiple roles in a wide array of biological processes, including pigmentation, innate immunity, wound healing, and sclerotization [55-58]. In particular, the final product is melanin but tyrosinase and other products from this metabolic process play important roles in cuticle sclerotization in insects [58,59]. In molluscs, the shell is the last barrier to the environment but serves a similar function to that of the insect sclerotized cuticle [31]. Tyrosinase, which is expressed particularly in the outer epithelial cells of the middle fold of the mantle, play roles in construction, pigmentation, and the periostracum shell covering [32,33]. In our study, the tyrosine metabolic pathway was continuously active from the D-shaped stage larvae to juveniles (Additional file 3), when the shell is initially constructed and gradually transformed into a typical bilayer structure. Among them, tyrosinase (CUST_54654, 716.82-fold increase), tyrosinase-like protein 1, (CUST_11152, 52.10-fold increase), and tyrosinase-like protein 2, (CUST_41072, 196.87-fold increase) were all up-regulated beginning in the larval umbonal through the juvenile stage (Table 2) and exhibiting a similar role as the majority of matrix proteins. Two homologous oxidase genes (CUST_47036 and CUST_56279) had a similar interesting expression pattern; they were up-regulated at the D-shaped stage (44.82- and 46.35-fold increases), down-regulated at the umbonal stage (223.99- and 204.60-fold decreases), and up-regulated again (219.42- and 112.70-fold increases) at the juvenile stage. These results suggest multiple functions of the tyrosine metabolic pathway during *P. fucata* larval development, including the formation of the periostracum of the shell, as well as other biological processes.

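CUST_47036, which Table 1 names ovoperoxidase, went from a log2 signal of 6.75 ± 0.40 (SD, n = 3) at the trochophore stage to 12.24 ± 0.38 at the D-shaped stage, 4.25 ± 0.31 at the umbonal stage and 12.38 ± 0.16 in juveniles. These steps were a 44.9-fold rise, a 253-fold fall and a 280-fold rise (adjusted p = 4.5e-08, 3.3e-09 and 1.8e-09). CUST_56279 was well above background on no trochophore array and rose at least 23.0-fold to 10.62 ± 0.12 at the D-shaped stage. It then fell 139-fold to 3.51 ± 0.52 and rose 70.1-fold to 9.64 ± 0.34 (adjusted p = 7.6e-09 and 2.3e-08). At the umbonal stage either probe was well above background on 1 of 3 arrays, and the lowest signals limit the size of these folds. Of the other probes of Table 1, CUST_54967 (melanogenic peroxidase) and CUST_12898 (temptin) also rose, fell and rose again at these transitions. CUST_54967 was well above background on no trochophore array, so its rise at D/T was at least 1.75-fold, a bound below the 2-fold limit.

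**Figure D5:**
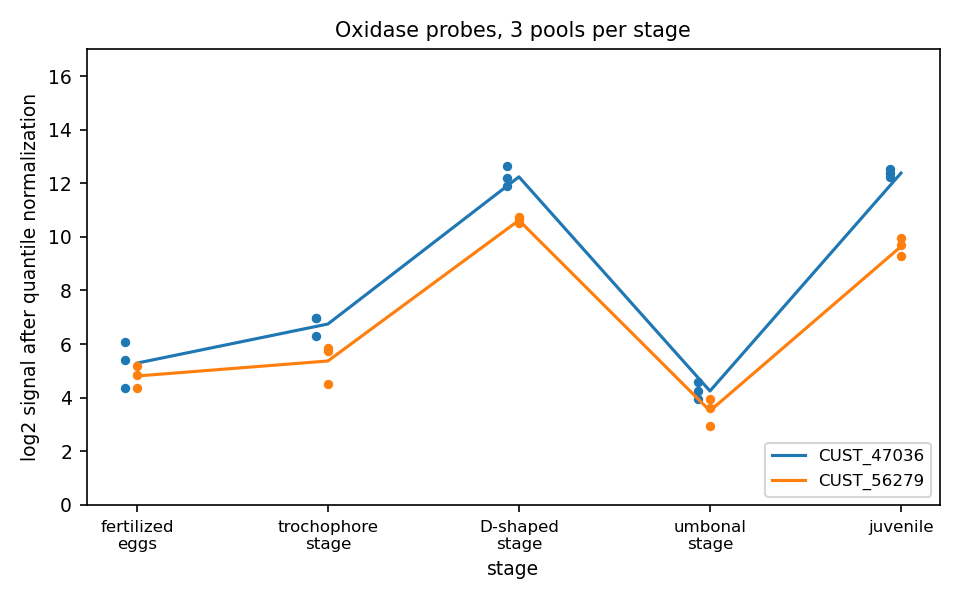
Log2 signal of the 2 oxidase probes after quantile normalization at each stage. Points are the 3 pools and lines join the stage means, and CUST_47036 goes from 12.24 at the D-shaped stage to 4.25 at the umbonal stage and 12.38 in juveniles.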

These results accurately reflect the relationship between biomineralization-related genes and formation of prodissoconch or dissoconch shells; thus, demonstrating the importance of these genes regulating either the framework or the calcium carbonate crystallites during shell formation. We propose how different biomineralization-related genes regulate the larval shell formation process, based on expression patterns and potential functions (Figure 6).

**Figure 6:**
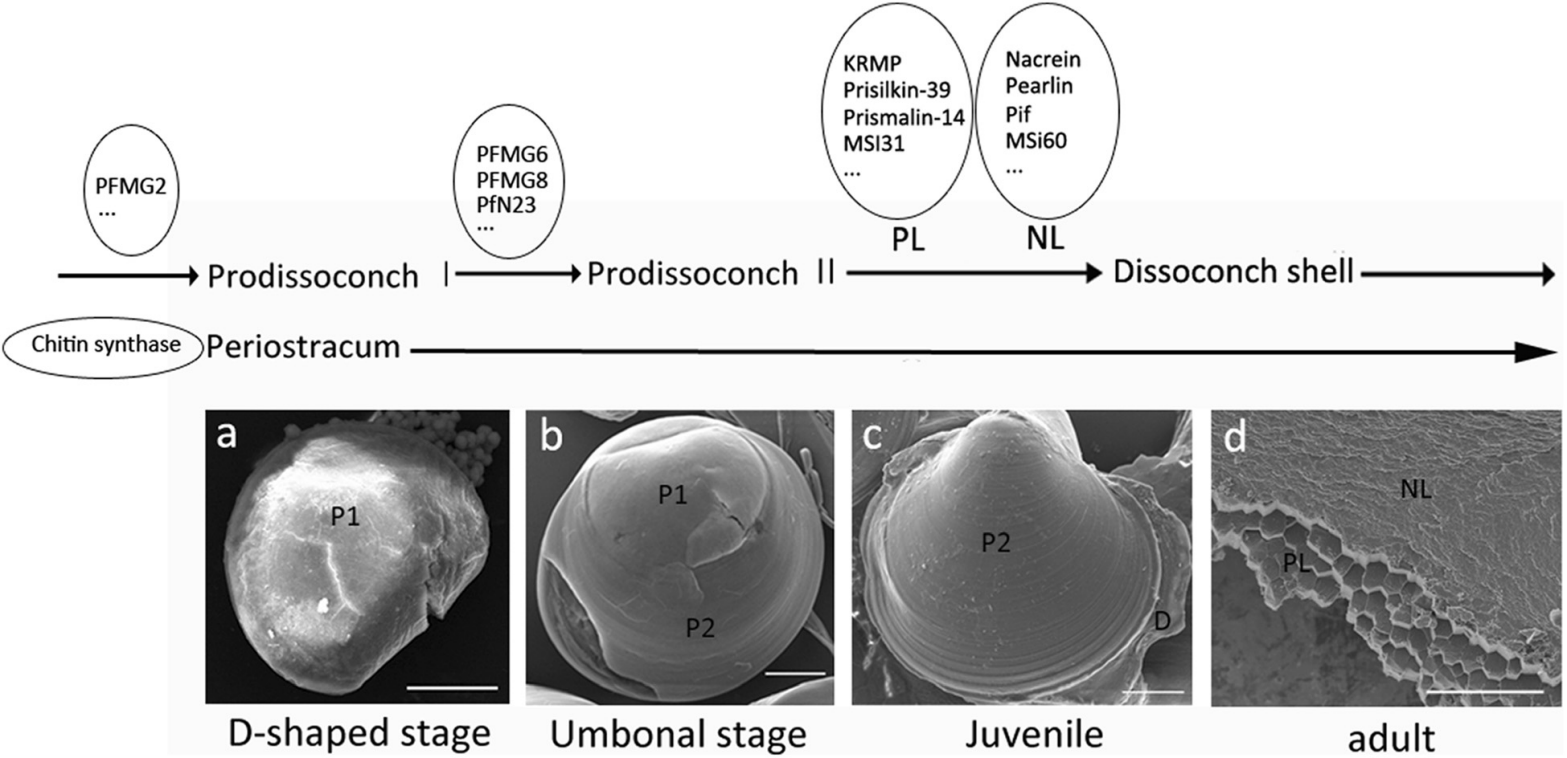
Expression patterns for the biomineralization-related genes regulating shell formation in *Pinctada fucata*. Bar, 20 μm in **a**, **b**, **c**; bar = 200 μm in **d**. P1, Prodissoconch I shell; P2, Prodissoconch II shell; D, Dissoconch shell; PL, prismatic layer; NL, nacreous layer.

### Identifying candidate genes involved in shell formation

Because of limited genetic information on *P. fucata*, 34,489 of the 58,623 unigenes in the transcriptome could not be annotated, which limits further investigation. As a result, identifying and characterizing additional genes involved in shell formation are important to help researchers better understand the regulatory mechanisms of bivalve biomineralization.

Identifying secreted proteins containing tandem-arranged repeat units has been recognized as a strategy for screening genes involved in *Haliotis asinina, Pinctada maxima,* and *P. fucata* shell formation [22,60]; using these methods, PfN23 and PfN44 have been determined to be involved in shell formation [23,24]. In this study, we analyzed the genes encoding secreted proteins and containing tandem-arranged repeat units from the over-regulated gene groups (FC ≥ 20) between the umbonal and juvenile stages, when the majority of biomineralization-related genes are highly up-regulated and the dissoconch shell is formed. We finally identified five new candidate genes probably involved in biomineralization. According to the semi-quantitative PCR analysis and RNAi knockdown experiment, these genes exhibited potential biomineralization-related roles both in their gene expression patterns and functions.

Unigene34354 and unigene51738 were expressed particularly in the mantle edge, which is related to the shell prismatic layer [11,12,14]. RNAi knockdown of these two genes would lead to disrupted phenomena in the prismatic layer. The calcitic prismatic layer surface became lacunose, whereas the organic framework remained clear after knockdown of unigene51738 (Figure 4d). However, inhibiting unigene34354 lead to an abnormal inner surface of the prismatic layer, which was probably caused by either activating growth of the organic framework or inhibiting deposition of calcitic prisms (Figure 4b). Unigene56675 is expressed mainly in the mantle pallial, which forms the shell nacreous layer [6,8,14]. RNAi knockdown of unigene56675 lead to disrupted crystal deposition in the nacreous layer (Figure 4 g). Unigene18749 was expressed both in the mantle pallial and mantle edge of the oyster, indicating a dual role regulating formation of the nacreous and prismatic layers. Injecting 80 μg dsRNA for knockdown lead to disordered morphology in the nacreous layer (Figure 4f), but no significant effect on the prismatic layer (data not shown).

However, the chitin-binding domain containing unigene35118 was expressed at its highest level in the gill, where chitin maintains filament shape [61]. However, its expression in the mantle edge remained higher than that in other tissues. Chitin is an important organic molecule during biomineralization [44], including shell formation in molluscs [15,45-47]. RNAi knockdown of unigene35118 lead to an abnormal prismatic layer, probably related to absence of the shell framework (Figure 4c). An investigation of this gene would probably shed new light on the mechanisms of chitin mineralization.

Taken together, our data indicate the potential of these genes to regulate shell formation.

## Conclusion

Lack of *P. fucata* genomic and larval development data limits further investigation into the regulatory mechanisms of biomineralization. Our gene expression profile analysis of the larval developmental stages was performed using a microarray platform. The expression levels of the biomineralization-related genes are regulated during larval development, probably corresponding to their function in larval shell formation, as well as other biological processes. For example, Chitin synthase and PFMG2 were up-regulated significantly beginning at the D-shaped stage, which might be related to synthesis of chitinous material or construction of the periostracum and Prodissoconch I. PFMG6, PFMG8, and PfN23 were initially up-regulated at the D-shaped stage and then were up-regulated significantly at the umbonal stage, indicating their potential roles regulating the formation Prodissoconch II, probably Prodissoconch I as well, which need to be further investigated. However, the majority of biomineralization-related genes are expressed at low levels early and then significantly up-regulated with large FCs at the juvenile stage, which might somehow indicate their crucial roles of these genes regulating formation of the nacreous and prismatic shell layers. The large variety of genes differentially expressed between developmental stages reveals the regulatory complexity of larval development, including shell formation. Five new genes, encoding secreted proteins containing tandem-arranged repeat units, exhibited similar up-regulated patterns at the juvenile stage. RNAi knockdown of these genes resulted in disrupted nacreous or prismatic shell layers, whereas four genes were expressed specifically in the mantle, reflecting their potential roles as matrix proteins. Our results bring a global perspective to the relationship between gene expression profiles and larval shell development in *P. fucata,* increase knowledge of biomineralization-related genes, and highlight new aspects of the shell formation mechanisms.

## Methods

### Larval culture

*Pinctada fucata* larvae were collected from the Daya Bay Marine Comprehensive Experimental Station, Shenzhen, Guangdong Province, China. The insemination and culture methods followed an earlier report [19]. Fertilized eggs were harvested immediately after insemination. The trochophore, D-shaped, and umbonal stage larvae, as well as the juvenile samples were collected 17 h, 48 h, 14 days, and 35 days after a microscopic count ensured that > 75% of the larvae had reached a particular growth stage.

### RNA extraction and cDNA synthesis

Total RNA was extracted from the larval samples and seven other tissues, including gill, adductor muscle, viscera, gonad, foot, mantle pallial, and mantle edge of adults using Trizol reagent (Invitrogen, Carlsbad, CA, USA) and a standard procedure. RNA was quantified at optical densities of 260/280 with an Utrospec 3000 UV-visible spectrophotometer (Amersham Biosciences, Uppsala, Sweden). RNA integrity was determined by fractionation on a 1.2% formaldehyde denatured agarose gel stained with Goldview.

Gene expression profiling during larval development was accomplished by DNA microarray using pooled samples from different stages (fertilized eggs, trochophore stage, D-shaped stage, and umbonal stage larvae, as well as juveniles). RNA was extracted as described above. Triplicate pooled samples were run for each stage point.

First-strand cDNA was produced for real time reverse transcription-quantitative polymerase chain reaction (RT-qPCR) using 1 μg total RNA from pooled samples of the different larval stages using PrimeScript™ RT Master Mix (Perfect Real Time; Takara Bio, Shiga, Japan). Tissue-specific semi-quantitative PCR was conducted using 1 μg total RNA of the different adult tissues to synthesize first-strand cDNA using MMLV-RT reverse transcriptase (Promega, Madison, WI, USA).

### *P. fucata* oligonucleotide microarray

Based on the adult mantle tissue transcriptome obtained from a previous study, 58,940 probes (60 nt), representing 58,623 transcripts, were synthesized *in situ*. 

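The scanner files hold 58883 probes of sample RNA, 58583 of them designed from unigenes and 300 from GenBank sequences. Of the unigene probes, 56409 are present as 1 spot and 2174 as 2 spots, and each GenBank probe is present as 3 spots. The authors' processed table covers the 58583 unigene probes. The median SD between the 3 spots of a GenBank probe on 1 array was 0.079 on the log2 scale.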

In this study, total RNA of the different stages was separately reverse-transcribed and purified. The labeled cDNA samples were mixed and hybridized to the microarray, and the processed slides were scanned with an Agilent G2565CA Microarray Scanner (Agilent Technologies, Palo Alto, CA, USA).

### Statistical analyses

The scanned microarray images were analyzed using the Agilent Software Feature Extraction. GeneSpring GX software (CapitalBio, San Diego, CA, USA) was employed for quantile normalization and the statistical analysis. Cluster analyses were performed on the entire dataset using Cluster 3.0 software (CapitalBio). A principal components analysis (PCA) was used to determine the significantly differentially expressed genes between developmental stages. Expression profile comparisons were performed with the Significance Analysis of Microarrays (SAM) software [30]. Only genes whose changes were consistent (p-value < 0.05, fold-change [FC] ≥ 2) were selected as differentially expressed genes. A scatter plot was also prepared. The non-parametric Spearman’s rank-correlation test was used to assess the correlation between the expression values measured by real time RT-PCR and microarray for the set of candidate genes, using SPSS 12.0 software (SPSS, Inc., Chicago, IL, USA). The functional enrichment of up- or down-regulated genes during two consecutive developmental stages was assessed based on the GO [62] and KEGG [63] pathways annotation terms. Only the annotations with a q-value < 0.05 were considered significant.

### Candidate biomineralization-related gene screening and bioinformatics

Among all unigenes up-regulated from the umbonal to the juvenile stage, 1,113 unigenes increased expression > 20-fold and were further analyzed to screen for candidate biomineralization-related genes contributing to larval shell formation. A total of 831 of these unigenes were not similar to any known protein or they had some similarities between hypothetical or uncharacterized proteins after a BLASTX search using the GenBank nr database.

All of these unigenes were considered uncharacterized and the nucleotide (5′-3′) and amino acid sequences of the coding regions were investigated using ESTScan [64]. The following bioinformatics tools were employed to search for secreted proteins [65]. Unigenes with a coding region < 240 base pairs were discarded, and the remaining potential coding regions were searched for signal peptides using SignalP v4.1 [66]. Peptide-positive proteins targeted to organelles were removed after a TargetP [67] search, and transmembrane proteins were removed using the TMHMM Service v. 2.0 (http://www.cbs.dtu.dk/services/TMHMM/). XSTREAM [68] was used to isolate proteins with tandem-arranged repeat units using the default settings. The known *P. fucata* matrix proteins were checked as a control.

### Real-time qPCR

A set of 11 genes was tested by RT-qPCR using the same samples used in the microarray experiments to validate the microarray platform results. The genes were chosen from those displaying different expression patterns during larval development. Fifteen samples from the five pools were employed. PrimeScript™ RT Master Mix (Perfect Real Time) (Takara) was used to perform the RT-PCR experiments, following the manufacturer’s instructions in a *LightCycle 480* thermocycler (Roche Diagnostics, Mannheim, Germany). The 18S RNA gene was chosen as the negative control [21], as its expression did not change significantly during larval development. All primers used in this study are shown in Additional file 7.

### Tissue specificity analysis by semi-quantitative PCR

According to previous studies, most matrix proteins were specifically expressed in mantle tissue; and the different regions of mantle pallial or edge referred to the formation of either nacreous or prismatic layer of the shell. As a result, a tissue specificity analysis by semi-quantitative PCR would help identify the candidate genes involved in shell or pearl formation. Five pairs of primers corresponding to the candidate genes were designed to analyze the tissue expression patterns in the pearl oyster, and β-actin was used as the positive control. Synthesized cDNA from gill, adductor muscle, viscera, gonad, foot, mantle pallial, and the mantle edge of adult oysters was used as the template for the PCR. All PCR products were sequenced and confirmed.

### RNAi experiments

RNAi was performed following methods described previously [8,22]. The primers were designed to amplify specific sequences. dsRNA was synthesized and purified using the RiboMAXTM Large Scale RNA Production System (T7) kit (Promega) *in vitro*. Template DNA were digested with RNase free DNase I (Takara). dsRNA was diluted to 80 μg/100 μL in PBS, and 100 μL was injected into the adductor muscle of adult oysters. The same quantity of green fluorescent protein (GFP) dsRNA synthesized from pEGFP-C (Promega) and 100 μL PBS were used as controls.

Total RNA was extracted from the mantle tissue of each oyster 6 days after the injection to synthesize first-strand cDNA as described above. Real time RT-PCR was conducted to investigate RNAi efficiency. The shells were washed with Mili-Q water, cut into pieces, and air-dried. The nacreous and prismatic layers were scanned with a FEI Quanta 200 scanning electron microscope.

### Availability of supporting data

Microarray data supporting the results of this article are available in the NCBI Gene Expression Omnibus datasets (GEO, http://www.ncbi.nlm.nih.gov/gds/) in the Bioproject PRJNA269165 under Accession Number GSE63824.

## Additional files

Additional file 1:
**Heat map of contigs differentially expressed between the 15 pools from the five developmental stage samples.** The three biological replicate pools at each developmental stage shared a similar expression pattern, whereas samples at different stages exhibited unique more or less expressed genes. The normalized expression levels are depicted with a color scale, in which shades of red represent higher expression and green represents lower expression. Additional file 2:
**List of Cellular Component Gene Ontology (GO) terms enriched between two consecutive developmental stages.** Only terms with a q-value < 0.05 were considered to be “true” (XLS). Additional file 3:
**List of Encyclopedia of Genes and Genomes (KEGG) pathway components enriched between two consecutive developmental stages.** Only terms with q-value < 0.05 were considered to be “true” (XLS). Additional file 4:
**List of contigs significantly up-regulated between the umbonal larval stage and juveniles.** A total of 282 “annotated” contigs and 831 “characterized” contigs were evaluated (XLS). Additional file 5:
**The nucleotide sequences and predicted open reading frames (ORFs) of the five candidate shell formation genes.** The yellow shadow refers to the predicted signal peptide and the underlined amino acid sequences of unigene35118 show the predicted chitin binding domain (PDF). Additional file 6:
**Expression levels of selected genes knocked down by RNAi.** The expression levels of the selected genes were measured by real-time quantitative PCR (PDF). Additional file 7:
**Primer sequences designed for this study (PDF).**

# Supplementary material for: Microarray: a global analysis of biomineralization-related gene expression profiles during larval development in the pearl oyster, Pinctada fucata
**Source:** BMC Genomics. 2015 Apr 19;16(1):325. doi: 10.1186/s12864-015-1524-2
**Supplement:** Additional file 5: — The nucleotide sequences and predicted open reading frames (ORFs) of the five candidate shell formation genes. The yellow shadow refers to the predicted signal peptide and the underlined amino acid sequences of unigene35118 show the predicted chitin binding domain

### 1. Unigene18749

#### Nucleotide sequence:

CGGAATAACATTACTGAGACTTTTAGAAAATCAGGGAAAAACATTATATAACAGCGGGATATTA  
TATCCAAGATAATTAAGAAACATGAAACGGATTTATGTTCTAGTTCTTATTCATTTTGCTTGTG  
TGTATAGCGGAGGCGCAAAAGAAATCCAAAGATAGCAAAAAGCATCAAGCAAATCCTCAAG  
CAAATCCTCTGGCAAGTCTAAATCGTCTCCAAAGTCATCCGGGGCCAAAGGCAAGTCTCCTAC  
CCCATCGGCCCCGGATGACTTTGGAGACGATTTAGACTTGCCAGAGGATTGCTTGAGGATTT  
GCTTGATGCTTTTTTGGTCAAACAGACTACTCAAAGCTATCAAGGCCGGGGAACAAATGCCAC  
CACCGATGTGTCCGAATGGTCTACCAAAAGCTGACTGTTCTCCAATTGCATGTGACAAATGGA  
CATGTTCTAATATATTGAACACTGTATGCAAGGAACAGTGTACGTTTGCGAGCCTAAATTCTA  
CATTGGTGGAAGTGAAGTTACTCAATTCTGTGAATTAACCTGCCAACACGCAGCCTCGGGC  
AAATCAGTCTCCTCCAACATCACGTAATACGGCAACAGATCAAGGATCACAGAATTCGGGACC  
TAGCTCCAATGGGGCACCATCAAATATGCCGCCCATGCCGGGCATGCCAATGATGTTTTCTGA  
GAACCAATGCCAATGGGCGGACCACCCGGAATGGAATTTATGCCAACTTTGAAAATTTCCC  
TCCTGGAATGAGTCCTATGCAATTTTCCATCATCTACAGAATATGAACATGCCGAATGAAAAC  
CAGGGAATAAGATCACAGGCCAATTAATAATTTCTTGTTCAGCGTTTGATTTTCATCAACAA  
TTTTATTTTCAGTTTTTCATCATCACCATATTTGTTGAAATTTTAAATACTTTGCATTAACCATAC  
ATATTTTACTGCCA

#### PREDICTED ORF:

**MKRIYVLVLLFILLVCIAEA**QKKS KDSK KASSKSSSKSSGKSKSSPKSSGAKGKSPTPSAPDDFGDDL  
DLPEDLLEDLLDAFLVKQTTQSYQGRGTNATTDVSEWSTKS

### 2. Unigene34354\_TP

#### Nucleotide sequence:

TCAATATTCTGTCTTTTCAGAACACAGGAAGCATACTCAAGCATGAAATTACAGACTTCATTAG  
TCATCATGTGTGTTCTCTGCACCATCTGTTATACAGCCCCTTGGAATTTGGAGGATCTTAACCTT  
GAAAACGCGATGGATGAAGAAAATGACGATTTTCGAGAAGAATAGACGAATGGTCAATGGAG  
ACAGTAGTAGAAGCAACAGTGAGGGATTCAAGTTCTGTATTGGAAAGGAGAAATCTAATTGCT  
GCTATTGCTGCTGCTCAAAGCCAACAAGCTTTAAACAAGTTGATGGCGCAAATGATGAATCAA  
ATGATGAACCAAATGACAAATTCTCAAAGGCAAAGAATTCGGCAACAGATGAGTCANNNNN  
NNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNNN  
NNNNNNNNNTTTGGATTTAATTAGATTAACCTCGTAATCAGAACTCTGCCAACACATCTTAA  
CTGCGA

#### PREDICTED ORF:

**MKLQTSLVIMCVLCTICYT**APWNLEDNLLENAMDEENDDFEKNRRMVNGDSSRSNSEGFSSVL  
ERRNLIAAIAAAQSQQALNKLMAQMMNQMMNQMTNSQRQRIRQQMSXXXXXXXXXXXXXXXX  
XXXXXXXXXXFGFN

### 3. Unigene35118\_TP

#### Nucleotide sequence:

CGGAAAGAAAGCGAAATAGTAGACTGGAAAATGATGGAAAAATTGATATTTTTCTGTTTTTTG  
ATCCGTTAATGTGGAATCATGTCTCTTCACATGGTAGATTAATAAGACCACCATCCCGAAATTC  
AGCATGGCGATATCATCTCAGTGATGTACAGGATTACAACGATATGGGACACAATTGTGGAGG

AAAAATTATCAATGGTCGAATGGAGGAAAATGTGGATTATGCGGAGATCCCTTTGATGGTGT  
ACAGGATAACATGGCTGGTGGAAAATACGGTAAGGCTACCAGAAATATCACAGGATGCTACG  
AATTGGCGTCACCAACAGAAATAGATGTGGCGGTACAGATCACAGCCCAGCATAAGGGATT  
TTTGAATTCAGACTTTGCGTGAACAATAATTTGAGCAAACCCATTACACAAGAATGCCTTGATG  
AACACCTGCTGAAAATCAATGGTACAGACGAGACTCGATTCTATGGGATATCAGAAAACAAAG  
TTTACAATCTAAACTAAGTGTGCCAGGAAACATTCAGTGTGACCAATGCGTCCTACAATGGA  
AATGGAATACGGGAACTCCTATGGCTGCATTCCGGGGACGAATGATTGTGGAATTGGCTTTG  
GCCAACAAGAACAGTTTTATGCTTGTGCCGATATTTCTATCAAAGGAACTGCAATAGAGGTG  
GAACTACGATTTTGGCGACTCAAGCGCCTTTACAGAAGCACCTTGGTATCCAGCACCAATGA  
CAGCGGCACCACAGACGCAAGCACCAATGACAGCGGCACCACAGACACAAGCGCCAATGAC  
AGCGGCACCACAGACGCAAGC

**PREDICTED ORF:**

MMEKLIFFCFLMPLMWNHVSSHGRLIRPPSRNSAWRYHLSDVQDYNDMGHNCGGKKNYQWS  
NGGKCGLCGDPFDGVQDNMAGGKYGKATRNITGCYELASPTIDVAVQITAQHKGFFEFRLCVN  
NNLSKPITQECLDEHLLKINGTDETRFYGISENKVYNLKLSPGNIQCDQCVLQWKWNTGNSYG  
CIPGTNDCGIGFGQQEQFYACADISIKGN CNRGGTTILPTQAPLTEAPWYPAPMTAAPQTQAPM  
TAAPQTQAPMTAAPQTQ

**4. Unigene51738\_TP**

**Nucleotide sequence:**

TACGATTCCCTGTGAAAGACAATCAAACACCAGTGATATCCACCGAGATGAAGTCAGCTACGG  
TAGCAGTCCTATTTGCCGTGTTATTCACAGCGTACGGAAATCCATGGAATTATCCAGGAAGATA  
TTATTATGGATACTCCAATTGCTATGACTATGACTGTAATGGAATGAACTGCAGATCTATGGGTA  
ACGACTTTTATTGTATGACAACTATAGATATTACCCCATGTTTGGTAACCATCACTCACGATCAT  
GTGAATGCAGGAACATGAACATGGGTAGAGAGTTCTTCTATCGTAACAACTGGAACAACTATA  
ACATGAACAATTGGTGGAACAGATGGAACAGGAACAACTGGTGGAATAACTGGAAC

**PREDICTED ORF:**

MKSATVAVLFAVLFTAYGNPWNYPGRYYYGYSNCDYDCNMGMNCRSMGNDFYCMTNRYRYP  
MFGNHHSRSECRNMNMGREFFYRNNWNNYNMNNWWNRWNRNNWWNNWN

**5. Unigene56675\_TP**

**Nucleotide sequence:**

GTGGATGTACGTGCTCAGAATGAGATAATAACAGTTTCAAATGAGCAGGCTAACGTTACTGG  
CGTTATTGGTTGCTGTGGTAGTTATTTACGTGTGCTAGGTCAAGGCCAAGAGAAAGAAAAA  
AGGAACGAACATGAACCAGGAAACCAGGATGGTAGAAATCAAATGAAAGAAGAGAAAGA  
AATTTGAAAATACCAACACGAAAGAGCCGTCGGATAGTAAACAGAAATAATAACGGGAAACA  
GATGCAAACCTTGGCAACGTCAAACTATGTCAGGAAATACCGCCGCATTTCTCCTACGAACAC  
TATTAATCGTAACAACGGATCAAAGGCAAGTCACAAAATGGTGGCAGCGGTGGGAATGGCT  
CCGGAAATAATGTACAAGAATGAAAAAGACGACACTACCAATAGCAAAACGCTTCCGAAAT  
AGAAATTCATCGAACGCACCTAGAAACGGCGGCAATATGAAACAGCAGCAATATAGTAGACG  
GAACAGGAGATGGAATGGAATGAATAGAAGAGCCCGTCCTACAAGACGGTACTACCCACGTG  
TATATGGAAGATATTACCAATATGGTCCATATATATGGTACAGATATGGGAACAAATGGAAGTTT  
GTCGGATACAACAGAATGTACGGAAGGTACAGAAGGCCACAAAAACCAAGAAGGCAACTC  
AGAATAACCAAGGAGA

**PREDICTED ORF:**

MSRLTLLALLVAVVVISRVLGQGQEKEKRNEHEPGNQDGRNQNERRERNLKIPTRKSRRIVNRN  
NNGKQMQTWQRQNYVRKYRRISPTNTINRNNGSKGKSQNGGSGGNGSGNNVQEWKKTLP  
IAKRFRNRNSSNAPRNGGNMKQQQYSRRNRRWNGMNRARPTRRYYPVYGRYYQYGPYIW  
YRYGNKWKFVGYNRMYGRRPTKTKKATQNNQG

# Supplementary material for: Microarray: a global analysis of biomineralization-related gene expression profiles during larval development in the pearl oyster, Pinctada fucata
**Source:** BMC Genomics. 2015 Apr 19;16(1):325. doi: 10.1186/s12864-015-1524-2

a) 80  $\mu$ g dsRNA of Unigene18749 injected

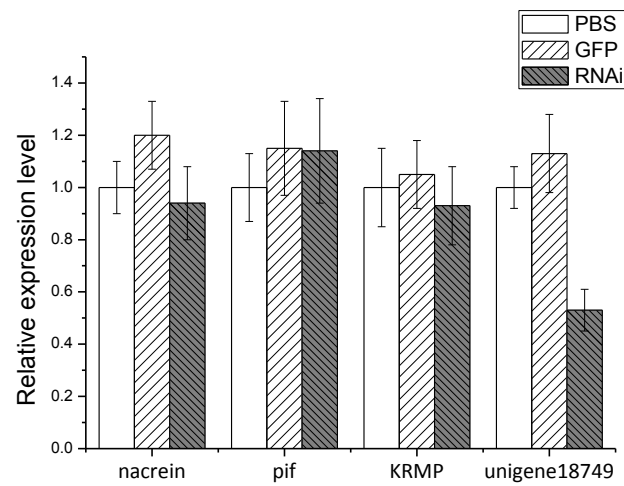

b) 80  $\mu$ g dsRNA of Unigene34354 injected

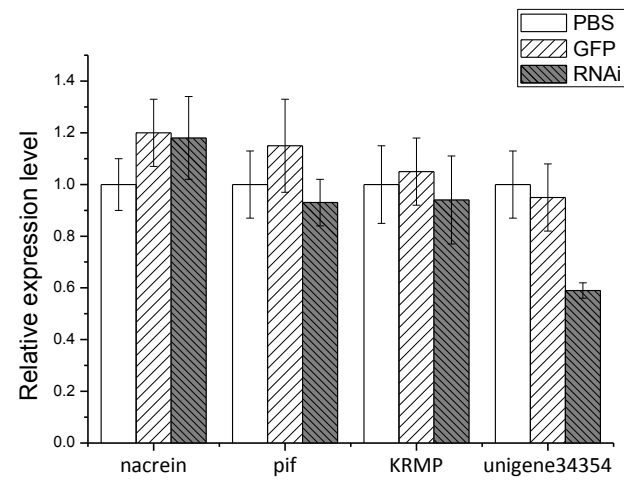

c) 80  $\mu$ g dsRNA of Unigene35118 injected

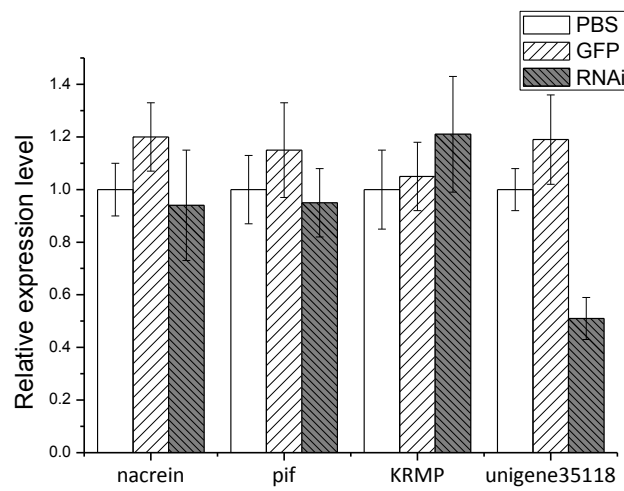

d) 80  $\mu$ g dsRNA of Unigene51738 injected

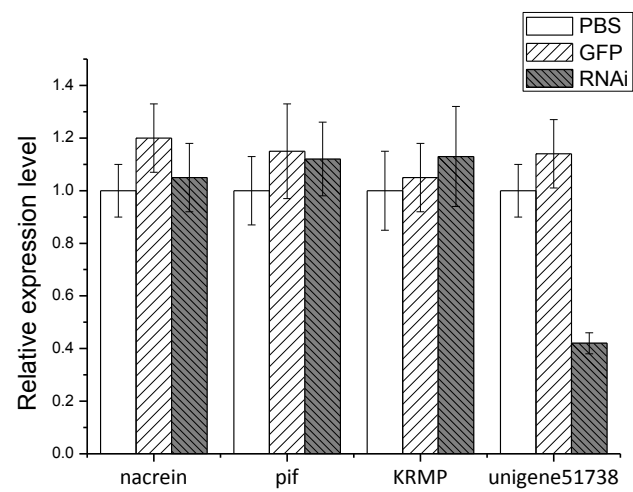

e) 80  $\mu$ g dsRNA of Unigene56675 injected

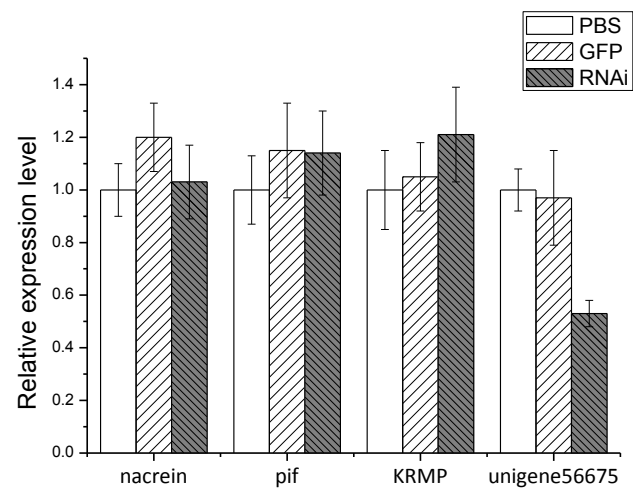

**Supplement:** Additional file 6: — Expression levels of selected genes knocked down by RNAi. The expression levels of the selected genes were measured by real-time quantitative PCR

How the deposited data were processed for this re-analysis (not part of the article)

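Transcript levels in pools of *Pinctada fucata* were measured on one-colour (Cy3) Agilent arrays at 5 stages, with 3 pools and 3 arrays per stage: fertilized eggs, trochophore stage, D-shaped stage, umbonal stage and juvenile. The 15 arrays were taken as independent pools. The replicate number of the labels was not used to pair arrays, since the correlation across probes of the deviations from the stage mean, between arrays of the same number in consecutive stages, lay between -0.26 and 0.15 over 12 pairs.

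Per the file headers, the intensity values of the scanner files were made by the Agilent Feature Extraction software, which subtracted the background and detrended each array before deposit, with no normalization between arrays. The log2 values of the processed table were made by the authors in GeneSpring GX as deposited. Set against the scanner signal, each column of that table equals the log2 signal minus 1 constant per array, close to the array's 75th percentile, and no quantile normalization is seen in it. It holds the 58583 probes designed from unigenes and not the 300 designed from GenBank sequences.

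Control spots and outlier spots were left out, spots of the same probe were averaged, and the log2 signal was quantile-normalized over all 58883 probes. For each transition, limma 3.58.1 in R 4.3.3 was fitted to all 15 arrays with 1 mean per stage, and the later stage was set against the earlier. A probe was tested when it was well above background on all 3 arrays of at least 1 of both stages, and called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Adjusted p values in the text are limma's. A fold is given as a lower bound where 1 stage was well above background on no array, and no fold is given where both were or where that bound is below 1. The named probes are those the paper names by identifier, the probes of the 5 candidate genes and of Pf-smad3, Pf-smad4 and Pf-smad5, and, at each transition, the 2 largest rises and the 2 largest falls among called probes well above background on all 6 arrays. The rule also names PfN23, PfN44, MSI31 and aspein, for which no probe is annotated in the files used here.

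Principal components were computed from probe-centred values. Similarity between arrays was measured by Pearson's r across probes, with a one-sided permutation test over 100000 reassignments of the arrays to the stages and with average-linkage clustering. The means of 8 spike-in control probes were compared between stages by an exact permutation test over 1401400 arrangements. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for tables.

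The alternatives set before the data were examined were a 75th-percentile shift, scaling by spike-in probes, the authors' processed values, no filter on dim probes, a filter on all 6 arrays, the statistic of the SAM method, p without adjustment, only the 6 arrays compared, the replicate number or the slide as a block, folds as lower bounds, unit-variance scaling, Spearman correlation, a filter for the array-wide measures and each array left out in turn. Background correction by normexp with an offset of 50 had been planned on the mean signal, which the scanner files used here do not give, and was run on the median signal instead.

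The calls were tested on simulated data with 200 changed probes between the umbonal stage and juveniles. With limma 84% of them were called, with 13 false calls among 52269 probes. The SAM statistic called 96.5% with 475 false calls. Its p was not adjusted, whereas that of limma was, so the false calls stand at unlike thresholds. The scanner files give no counts, so the precision is limited by the number of arrays and by the signal over background.

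Enrichment of gene ontology terms and pathways was not tested, because only the listed part of the changed probes was used. The RT-PCR, RT-qPCR, RNA interference and microscopy experiments were not analysed here.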

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

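No test in this part was chosen after the result was seen.

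The arrays carry 300 probes designed from GenBank sequences, which the authors' processed table does not cover, and 286 of them were well above background on all 3 arrays of at least 1 stage. The paper sets its array data beside RT-qPCR for Pf-smad3, Pf-smad4 and Pf-smad5, whose probes are among the 300, but its counts of changes between stages are stated for unigenes, and it gives none for these probes as a set. Between stages, 107 of 201 tested probes changed at T/O, 104 of 229 at D/T, 81 of 251 at U/D and 118 of 284 at J/U. That is 53.2%, 45.4%, 32.3% and 41.5% of those tested, against 53.1%, 33.5%, 32.0% and 29.3% over all probes. Whether these shares differ from those of all probes was not tested.

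A local flaw of the array surface is argued against by the 3 spots of each probe. Their log2 signals had a median SD of 0.079, whereas the median size of the called changes was between 1.88 at U/D and 3.57 at J/U. A difference between slides as the whole source is argued against by the fit with the slide as a block, in which 89.7% of the calls at D/T and U/D were held. At D/T 103 of 104 were held. At U/D 63 of 81 were, so for the remainder at U/D the slide stays open. Changes in these transcripts between stages may account for the rest, as a hypothesis found and tested on the same arrays. The probes were designed from sequences already in GenBank, and how these were selected was not analysed here.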

How the results depend on the processing

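Normexp on the median signal was chosen after the data were seen, and every other alternative in this part was set before the data were examined.

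Over 12 alternatives that kept all arrays, the number of changed probes stayed within 1.5 times its value for 11 at each transition. Requiring signal well above background on all 6 arrays took T/O from 20253 to 12606 and D/T from 14138 to 9423. This filter tests fewer probes by construction, 28443 in place of 38157 at T/O. Normexp took U/D from 15314 to 10206 and J/U from 15389 to 9605; the cause was not tested. Leaving out each array in turn gave 20146 to 21222 at T/O, 13901 to 14885 at D/T, 14373 to 16995 at U/D and 14647 to 15514 at J/U.

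T/O had the most changed probes under each of these alternatives. D/T did not always have the fewest, as J/U had fewer under normexp and without the filter on dim probes (15729 against 16863), U/D had fewer with the slide as a block (12217 against 14834), and J/U had as many with spike-in scaling (14574). Of the 15314 probes called at U/D, 10651 were shared with the calls made with the slide as a block, which rest on the D-shaped pools to set both slides on one scale. Spike-in scaling moved the median log2 change to 0.43 at T/O, 0.43 at D/T and 0.32 at U/D, and the share of changed probes that rose at D/T from 50.3% to 83.4%. At J/U, 45.8% of changed probes rose after quantile normalization, against 58.9% after the 75th-percentile shift, 58.8% in the authors' processed values and 51.1% with spike-in scaling, so the direction of the majority reversed; the cause was not tested. At T/O the 49% that rose became 51.7%, 51.6% and 66.4% in the same order. With the filter on all 6 arrays, 38.6% rose at D/T and 40.3% at U/D. The balance of rises and falls therefore depends on the scaling and on the filter.

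The number of probes at least 20-fold higher at J/U, 1002, fell to 475 under normexp, for which the cause was not tested, and to 417 with the filter on all 6 arrays, which takes in 1 probe with an outlier spot left out. It was 987 to 1019 with each array left out. For Table 2, 23 probes higher at J/U became 10 under that filter, which leaves out probes dim at the umbonal stage, and 22 to 24 with each array left out. For Table 1, 25 probes changed at all 3 transitions became 11 under the same filter, 17 under normexp, 21 with the slide as a block, 21 with spike-in scaling and 22 to 25 with each array left out.

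PC1 held 52.36% of the variance. It held 54.2% under normexp, 62.82% with spike-in scaling and 42.55% with unit-variance scaling, and 49.88% to 54.69% with each array left out. The cause was not tested. The difference of 0.166 between r within and between stages lay between 0.157 and 0.199 under all alternatives run on it.

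Of 82 log2 changes of named probes, which are only a part of the changes of these probes, no called change reversed under any alternative. Under the filter on all 6 arrays 30 were no longer called because they were no longer tested. In call and direction, spike-in scaling left 75 of the 82 as they were, the 75th-percentile shift 76 and normexp 77. The fall of CUST_41072 at U/D, for example, is not among the 82. It was called after quantile normalization, but not with the slide as a block, with spike-in scaling or under normexp. The counts therefore do not show how stable the calls outside the 82 are, and they do not cover the size of the changes. Under normexp the folds of shematrin-4, pearlin and PFMG3 at J/U, for example, were several times smaller. Signal over background limits the folds. At the umbonal stage 284 of the 1002 probes were well above background on no array, and 921 were still at least 20-fold higher as a lower bound.

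Other splits of the same arrays were counted for each result. At each transition, 1 of 10 splits of the 6 arrays into 3 and 3 gave as many changed probes, which was the real split. The same 1 of 10 was found for the probes at least 20-fold higher and for Table 2. With 10 splits that share cannot fall below 0.1, so it cannot decide by itself. The other splits had 0 changed probes at each transition, against 14138 to 20253 for the real stages in the fit over all arrays. Every other split mixes pools of both stages, so the size of this gap does not lower the share of 0.1 and chance stays open. For Table 1, 1 of 100 drawn assignments of the 15 arrays to 5 groups gave as many probes, the real one. The study chose these probes for that pattern on these arrays, so the count does not exclude chance.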

Differences from the paper's values

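No test in this part was chosen after the result was seen, apart from normexp on the median signal.

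Of 90 folds of single probes set beside the paper's, 8 differed by more than 1.5 times and by more than the spread between pools. Where the fold was a lower bound, a larger change in the paper was not counted as different, so 8 may understate the number. Without the bound, Pif and KRMP 1 (CUST_38575) differed at J/U, KRMP 1 with 547 against the paper's 949.73. Shematrin-5 (CUST_31), with 666 against 943.32, and shematrin-6 did not. For Prismalin-14 (CUST_53622) the paper's fold at T/O is 0.95 and that found here 0.589, and at J/U the paper's is 324.48 and that found here 515. Tyrosinase-like protein 2 (CUST_41072) has the paper's fold of 0.99 at T/O against 0.635, and of 196.87 at J/U against 302. For the MSI60-related protein (CUST_31135) the paper's fold at J/U is 102.96, against 158. Nacrein (CUST_57434) has the paper's fold of 1.54 at T/O, against 0.954. The oxidase CUST_56279 has the paper's fold of 112.70 at J/U, against 70.1 here, and unigene56675 (CUST_56635) has the paper's 152.68, against 244.

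None of the 8 differed from the paper's values under 3 of the alternatives set before the data were examined: the 75th-percentile shift, spike-in scaling and the authors' processed values. They differed under the others that were set then, which keep the quantile-normalized means: no filter on dim probes, the filter on all 6 arrays, the SAM statistic, p without adjustment, only the 6 arrays compared, the replicate or the slide as a block and lower-bound folds. Normexp, chosen after the values were seen, removed the difference for Prismalin-14 at both transitions and tyrosinase-like protein 2 at T/O and not for the other 5.

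The paper states that PFMG6 and PFMG8 rose at the D-shaped stage. After quantile normalization the log2 changes at D/T were 0.73 (adjusted p = 0.086, limma) and 0.87 (adjusted p = 0.021), and neither was called. Both were called under the 75th-percentile shift (1.02 and 1.07), the authors' processed values (1.02 and 1.07) and spike-in scaling (1.59 and 1.64), and PFMG8 also without D-shaped stage replicate 1 (1.25). Replicate 1 had the lowest PFMG8 signal of the D-shaped pools, 6.90, and the pool on slide 2 the highest, 8.50.

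The paper lists the 26 probes of Table 1 as changed at all 3 transitions from the trochophore stage to juveniles, and 25 were called at all 3 here. Tyrosinase (CUST_54654) was not tested at U/D, where its log2 change was -1.14. In Table 2 the paper gives ferritin-like protein (CUST_56226) as lower at T/O and D/T, where it was 1.27-fold and 1.12-fold higher here, and N151 (CUST_53588) as lower at U/D, where it was 1.05-fold higher. It gives the shell matrix protein (CUST_44067) as higher at T/O, where its fold was 0.756 here. None of these changes was called. At T/O the paper marks PFMG2 and N151 as lower and chitin synthase (CUST_24765) as higher, and none was called here. PFMG2 was 1.79-fold and N151 1.46-fold lower, and chitin synthase was at least 1.04-fold higher. PFMG4 at D/T and tyrosinase-like protein 1 at U/D, which the paper marks as higher, were not tested here. With the authors' processed values, the folds are those the paper states within 1% for 94 of the 95 stated.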

Other observations

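The tests of the share of probes well above background, of the authors' values against the stated folds, of the slide at D/T and of the rising, falling and rising probes took their form only after the result was seen.

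More probes were well above background at the umbonal stage and in juveniles, on slide 2, than at the earlier stages, 87.93% on average on slide 2 against 65.66% on slide 1. Within the D-shaped stage, the pool on slide 2 exceeded the mean of those on slide 1 by 13.6 percentage points, more than the 4.2 between the pools on slide 1, so the slide or its scan may account for part of the difference. A change confined to dim signal is argued against, because the 75th percentile was also higher on slide 2, by 1.02 on the log2 scale. The median background signal was lower on slide 2, on average 21.57 against 29.88 on slide 1, so a part played by the background stays open. Scanner brightness stays open. The mean spike-in signal differed by 0.089 between slides over all arrays, but by 0.91 within the D-shaped stage, where there is 1 pool on slide 2. The 2 D-shaped pools on slide 1 differed by 0.425. Changes of the transcriptome with age, or in the amount of RNA, stay open too and were not tested.

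The spike-in control probes gave no evidence of a difference between stages before normalization (exact permutation test, p = 0.28). After quantile normalization their means went from 14.01 ± 0.01 (log2 signal, SD, n = 3) in fertilized eggs to 13.17 ± 0.15 at the umbonal stage (exact permutation test, p = 0.00023). After the 75th-percentile shift they went from 3.84 ± 0.09 to 2.39 ± 0.19 (exact permutation test, p = 1.4e-05). If the same amount was added to every sample, both scalings move these probes downwards between the stages.

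For the changes at U/D, the slide is only partly separable from the stage. Of 16995 probes called with the D-shaped pools on slide 1, 65.5% kept their direction and a 2-fold change against the D-shaped pool on slide 2, less than the 75% set beforehand, and 96.9% kept their direction. Of the 15314 called with all arrays, 99.7% kept their direction within slide 2 and 77.9% also a 2-fold change. The directions kept within slide 2 argue against the slide as the whole source, but they rest on the 1 D-shaped pool on that slide. The fit with the slide as a block rests on the same pool at U/D. How much of each change comes from the slide cannot be told apart from the stage. At D/T, the fit with the slide as a block called 14834 probes, 13199 of them among the 14138 called without it, which argues against the slide as the whole source there.

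The rise, fall and rise of the 2 oxidase probes was looked for among all probes. At 10-fold or more at each of D/T, U/D and J/U, 19 probes rose, fell and rose, and 2 did the mirror image. At 2-fold the numbers were 367 and 238. At 10-fold, normexp gave 6 and 0, spike-in scaling 20 and 1, and the authors' processed values 17 and 0. The slide is argued against as the source: of 19 probes chosen from the D-shaped pools on slide 1 alone, 0 had the D-shaped pool on slide 2 nearer to the umbonal mean. A single aberrant pool is argued against too, because any choice of 1 D-shaped, 1 umbonal and 1 juvenile pool gave at least 15 such probes and at most 3 of the mirror image. A fall in transcripts at the umbonal stage that later return may be a biological pattern, as a hypothesis tested on the arrays it was found on. Of the 19 probes, 9 are in the paper's list of uncharacterized genes and 3 among its annotated ones.

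The folds the paper states lie closer to the authors' processed values than to those after quantile normalization. Of 95 folds stated in the text and tables, 94 were within 1% of folds from the processed values and 4 within 1% after quantile normalization. Of 1112 folds of Additional file 4, 1111 and 6 were. This is consistent with the stated folds having been computed from values shifted to each array's 75th percentile.

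For a pair of terms of Additional file 2, the probes named in the part used here changed in 1 direction. These are 17 of the 22 changed probes that the paper counts for cilium, and all 15 for axoneme. The other 5 for cilium were not analysed here. All of the probes named were lower in juveniles than at the umbonal stage, with median log2 changes of -1.58 and -2.03, and were below 0 under each of the 75th-percentile shift, spike-in scaling and normexp. They were selected as changed by the study, and no explanation was tested.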
